# IL-33 acts as a costimulatory signal to generate alloreactive Th1 cells in graft-versus-host disease

**DOI:** 10.1172/JCI150927

**Published:** 2022-06-15

**Authors:** Gaelen K. Dwyer, Lisa R. Mathews, José A. Villegas, Anna Lucas, Anne Gonzalez de Peredo, Bruce R. Blazar, Jean-Philippe Girard, Amanda C. Poholek, Sanjiv A. Luther, Warren Shlomchik, Hēth R. Turnquist

**Keywords:** Immunology, Transplantation, Bone marrow transplantation, Costimulation, Th1 response

## Abstract

Antigen-presenting cells (APCs) integrate signals emanating from local pathology and program appropriate T cell responses. In allogeneic hematopoietic stem cell transplantation (alloHCT), recipient conditioning releases damage-associated molecular patterns (DAMPs) that generate proinflammatory APCs that secrete IL-12, which is a driver of donor Th1 responses, causing graft-versus-host disease (GVHD). Nevertheless, other mechanisms exist to initiate alloreactive T cell responses, as recipients with disrupted DAMP signaling or lacking IL-12 develop GVHD. We established that tissue damage signals are perceived directly by donor CD4^+^ T cells and promoted T cell expansion and differentiation. Specifically, the fibroblastic reticular cell–derived DAMP IL-33 is increased by recipient conditioning and is critical for the initial activation, proliferation, and differentiation of alloreactive Th1 cells. IL-33 stimulation of CD4^+^ T cells was not required for lymphopenia-induced expansion, however. IL-33 promoted IL-12–independent expression of Tbet and generation of Th1 cells that infiltrated GVHD target tissues. Mechanistically, IL-33 augmented CD4^+^ T cell TCR-associated signaling pathways in response to alloantigen. This enhanced T cell expansion and Th1 polarization, but inhibited the expression of regulatory molecules such as IL-10 and Foxp3. These data establish an unappreciated role for IL-33 as a costimulatory signal for donor Th1 generation after alloHCT.

## Introduction

Allogeneic hematopoietic stem cell transplantation (alloHCT) is a curative therapy for high-risk hematopoietic malignancies and is also used to correct life-threatening lymphohematopoietic disorders. alloHCT has also shown promise as a method for inducing tolerance to solid organ transplants. Transplant products include donor T cells to support engraftment and posttransplant immunity and to mediate the removal of malignant cells. Unfortunately, donor T cell responses to polymorphic host MHC molecules and minor histocompatibility (miH) antigens often lead to graft-versus-host disease (GVHD). Despite evolving prophylaxis strategies (1–3), acute GVHD remains a common life-threatening complication that typically arises by 3 to 12 weeks after alloHCT, when alloreactive donor T cells infiltrate and destroy host tissues, particularly the skin, liver, and gastrointestinal (GI) tract (4). GVHD causes significant morbidity and mortality in the treatment of malignancy (4). The risk of GVHD is also a barrier to developing alloHCT for correction of genetic disorders or inducing tolerance to organ transplants (5, 6). Targetable mechanisms to prevent or limit GVHD are of considerable interest.

Alloreactive CD4^+^ Th1 cells and type 1 CD8^+^ T (Tc1) cells producing IFN-γ and TNF-α as well as lytic and apoptosis-inducing proteins cause GVHD target tissue damage (7–9). Thus, methods to limit their generation or functional impact after alloHCT are being explored (10, 11). In general, it is thought that type 1 responses are generated when materials containing pathogen-associated molecular patterns (PAMPs) or damage-associated molecular patterns (DAMPs) are recognized by pattern recognition receptors (PRRs) on antigen-presenting cells (APCs). These stimuli upregulate MHC and costimulatory molecules, but also dictate APC cytokine production to direct the differentiation of interacting T cells into the subsets necessary for effective antipathogen responses (12–14). For example, microbial PAMP recognition by PRRs, particularly the TLRs, initiates APC secretion of IL-12 that activates STAT4 signaling to generate pathogen-clearing Th1 and Tc1 cells (11). Yet alloHCT involves a distinct immunobiology relative to antipathogen responses, as it creates conditions where a high frequency of donor T cells can respond with varied TCR affinity directly or indirectly to pervasive and persistent alloantigens. Furthermore, recipient conditioning with radiation or chemotherapeutic agents to make space for donor cells and prevent their rejection causes lymphodepletion, leading to cytokine-driven homeostatic expansion of donor T cells (15). In addition, myeloablative recipient conditioning causes tissue injury that introduces PAMPs from intestinal microbiota after barrier tissue breakdown and causes ample release of typically sequestered self-derived DAMPs (16). While PAMP activation of recipient APCs has emerged as an important contributor to GVHD pathology, recipients with disrupted PAMP-signaling pathways or lacking recipient APC-expressed costimulatory molecules and IL-12 can still develop GVHD (17). Additionally, GVHD is less severe when donor CD4^+^ T cells lack MyD88 signaling, which favors the survival and differentiation of Th1, Tc1, and Th17 cells (18, 19). These data suggest that recipient-derived DAMPs targeting donor T cells exist and are of substantial importance due to their ability to stimulate donor T cells directly and initiate GVHD.

IL-33 is constitutively expressed and sequestered in the nucleus of cells expressing it, which include epithelial cells and mesenchymal cells of barrier tissues, endothelial cells of blood vessels, and fibroblastic reticular cells (FRCs) in the secondary lymphoid organs (SLOs) (20). Consistent with described DAMP functions for IL-33, it is inactivated by caspase cleavage before apoptotic cell death, but full-length IL-33 is biologically active when released from necrotic cells (20). In the current studies, we have used transgenic mice, allowing precise targeting of donor T cell IL-33 signaling or recipient expression of IL-33 in multiple alloHCT models of CD4^+^ T cell–mediated GVHD, to make what we believe are novel observations into how stromal cell–derived, DAMP-mediated stimulation of donor T cells is critical to pathologic alloimmune responses after alloHCT. Specifically, we identified how IL-33 from FRCs of the SLOs can contribute to the initial activation and proliferation of alloreactive CD4^+^ T cells. This early IL-33 signaling to donor CD4^+^ T cells acts independently of IL-12 to promote Tbet^+^ Th1 differentiation and effector functions. This activity was due to IL-33 acting as a costimulatory signal that augments early TCR-signaling pathways in donor alloreactive CD4^+^ T cells. Our findings identify IL-33 as a highly desirable therapeutic target at the time of alloHCT for preventing acute GVHD.

## Results

### IL-33 functions independently of IL-12 to drive Th1 differentiation and lethal GVHD.

Th1 cells are distinguished by their expression of Tbet, which binds to and activates the gene for IFN-γ (21–23). Tbet also controls the expression and function of CXCR3 and P-selectin that facilitate Th1 cell migration into inflamed tissues (24). The process of Th1 differentiation involves 2 phases of Tbet expression, a first phase stimulated by TCR engagement and IFN-γ, and a second, IL-12–enforced phase (23). IL-12 is a contributor to GVHD, and targeting IL-12p40 alleviates GVHD lethality (11, 25, 26). In vitro, IL-12 promotes Tbet-dependent expression of the IL-33 receptor serum stimulation-2 (ST2) (27) and augments T cell IFN-γ production (28, 29). We have also established that *St2^–/–^* T cells display significantly less IFN-γ expression at day 10 (d10) after alloHCT in fully MHC mismatched recipients (129 to BALB/c; BALB/c to B6; ref. 29). This reduced IFN-γ expression has been associated with decreased GVHD mortality and was consistent with IFN-γ contributing to GVHD lethality (8, 25). To determine whether IL-12 contributed to IL-33–mediated activation and differentiation of donor CD4^+^ T cells after alloHCT in a B6 to BALB/c model, we neutralized IL-12 via anti–IL-12p40 antibodies alone or with IL-33 treatment (Figure 1A). While we confirmed our earlier finding (29) that treatment with rIL-33 after alloHCT accelerates death from GVHD (Figure 1B), we revealed that targeting IL-12p40 after alloHCT did not provide any protection against IL-33–driven GVHD lethality (Figure 1B) or morbidity (Figure 1C). Anti–IL-12p40 delivery alone delayed death, thus confirming effective therapeutic IL-12 blockade. IL-12–independent promotion of GVHD by IL-33 was further verified using *il12rb2^–/–^* donor T cells, which again suggested no role for IL-12 in IL-33–augmented GVHD lethality (Figure 1D) or clinical scores (Figure 1E). These data suggest that the mechanism by which IL-33 drives donor T cell pathology in GVHD is independent of IL-12.

To further define the impact of neutralizing IL-12 on IL-33–mediated early donor CD4^+^ T cell activation and differentiation, we performed alloHCT experiments in which donor B6 *St2^–/–^* and *St2^+/+^* T cells were adoptively transferred into distinct (Figure 2, A–F) or the same (Supplemental Figure 1, A–E; supplemental material available online with this article; https://doi.org/10.1172/JCI150927DS1) BALB/c recipients with IL-12p40 blockade. Unlike in in vitro studies in which IL-12 increased T cell ST2 expression (28, 29), neutralization of IL-12p40 did not significantly modulate the frequency of donor ST2^+^CD4^+^ cells at d7 after alloHCT (Figure 2, B and C). IL-33 stimulation of donor CD4^+^ T cells was crucial for their expansion in the presence or absence of IL-12p40 stimulation given that CD4^+^ T cells were decreased significantly when they lacked the IL-33 receptor ST2 regardless of whether anti–IL-12p40 or IgG was delivered (Figure 2D). These differences were not due to differences in alloimmune-mediated inflammation between recipients of *St2^–/–^* or *St2^+/+^* T cells, as *St2^–/–^* T cells cotransferred with *St2^+/+^* T cells into the same recipient failed to expand at the same rate as WT cells (Supplemental Figure 1, A–C). IL-12 neutralization was not as impactful as the lack of IL-33 stimulation on donor CD4^+^ T cell activation or Th1 differentiation based on CD44 (Figure 2E) and Tbet expression (Figure 2F). *St2^+/+^* T cells exhibited significantly higher MFI for CD44 and Tbet than *St2^–/–^* T cells, regardless of IL-12p40 blockade. These findings were recapitulated when *St2^–/–^* and *St2^+/+^* T cells were adoptively transferred into the same recipient (Supplemental Figure 1, D and E). *St2^–/–^* T donor cells caused less lethal GVHD than did WT T cells, with or without IL-12 antagonism (Figure 2G). These data support that ST2 signaling is critical for early T cell activation, expansion, and differentiation through a mechanism independent of IL-12.

### AlloHCT conditioning upregulates IL-33 protein expression in the T cell zones of the spleen.

We previously reported that IL-33 is upregulated in the small intestine (SI) following total body irradiation (TBI) and during GVHD (29). We observed a similar upregulation of IL-33 in the SLOs (Figure 3, A–D). IL-33 expression was increased 5- to 6-fold by d3 after alloHCT and 12- to 13-fold by d7 after alloHCT in the spleen of lethally irradiated B6 *il33^+/+^* recipients compared with *il33^–/–^* recipients (Figure 3, B and C). IL-33 was primarily expressed in the T cell zone of the spleen, which is where CD4^+^ donor T cells home and proliferate at d3 (30, 31). Consistent with a role for IL-33 in CD4^+^ T cell expansion, we also observed donor H2-K^d+^ T cells adjacent to IL-33–expressing cells, with reduced frequency of donor H2-K^d+^ T cells in *il33^–/–^* recipients compared with *il33^+/+^* recipient spleens (Figure 3, B and D). Thus, IL-33 is upregulated following alloHCT conditioning in the SLO in areas of high donor T cell trafficking, proliferation, and differentiation.

We next utilized B6 CD90.1^+^*il33^+/+^* and *il33^–/–^* mice to assess the impact of neutralizing IL-12 in the absence of recipient IL-33 on WT donor T cell expansion. In this fully MHC-mismatched model in which CD90.1^+^*il33^+/+^* and *il33^–/–^* recipients received WT CD90.2^+^ BALB/c donor BM and T cells (Figure 3A), we observed that donor BALB/c (CD90.2^+^) CD4^+^ T cells isolated from the spleen of *il33^–/–^* recipients did not expand at the same rate as donor CD4^+^ T cells isolated from *il33^+/+^* recipients on d7 after alloHCT (Figure 3E). This decreased expansion was independent of IL-12, since donor CD90.2^+^CD4^+^ T cells isolated from CD90.1^+^*il33^+/+^* recipients that received IgG had expansion similar to that of T cells isolated from recipients that received IL-12 blockade (Figure 3E). These findings support the overall concept that a dominant role of recipient IL-33 after alloHCT is to directly promote CD4^+^ T cell proliferation independently of IL-12 signaling. These data also point to a relationship in which CD4^+^ T cells, in addition to APCs, sense and respond to stimulatory DAMP signals released from nonhematopoietic recipient cells.

### IL-33 augmented in FRCs supports alloreactive CD4^+^ T cells.

To precisely identify the source of IL-33 in recipient SLOs following conditioning, we assessed IL-33 expression in the spleen and the LNs on d1 following TBI (Figure 4, A–I). Nonhematopoietic (CD45^–^) podoplanin^+^ (PDPN^+^) CD31^–^ FRCs were the dominant source of IL-33 both before and following irradiation. As suggested by recent scRNA-Seq data (32), CD157^+^ T cell zone reticular cells (TRCs) express IL-33 (Figure 4D) and display a profound increase in IL-33 after TBI (Figure 4E). This was consistent with increased IL-33 in desmin^+^ fibroblasts of the central white pulp (Figure 4F). FRCs are the dominant source of IL-33 in LN stroma before and after irradiation, with lymphatic endothelial cells contributing to a lesser extent (Figure 4, G–I). FRCs express the T cell–attracting chemokines CCL19 and CCL21 (33) and are ideally suited to delivering an IL-33 signal to attracted alloreactive donor T cells. To determine whether FRCs act as a source of IL-33–stimulating donor CD4^+^ T cells, we isolated CD45^–^CD31^–^PDPN^+^ FRCs and added them with or without prior irradiation to a mixed leukocyte reaction (MLR) between BALB/c T cells and T cell–depleted, irradiated B6 splenocytes. Consistent with our in vivo observations, IL-33 from irradiated FRCs augmented CD4^+^ T cells in an ST2-dependent fashion (Figure 4J). These data demonstrate that upregulated IL-33 in FRCs is a functionally important source of IL-33 for donor CD4^+^ T cell stimulation.

### IL-33 stimulation augments early T cell expansion following an alloantigen encounter.

The ST2/IL-33 axis is broadly implicated in organ and tissue homeostasis as well as diverse immune cell development and functions (34). To rule out any indirect defects due to the global lack of IL-33 or ST2, we generated B6 CD45.2^+^ *CD4-Cre*×*ROSA(R)26-LoxP-Stop-LoxP(LSL)-YFP*×*St2^fl/fl^* mice. Using these mice allowed us to focus on YFP^+^ST2^–^CD4^+^ T cells in CD4-driven GVHD models (35). We first sought to determine whether IL-33 was acting directly on donor CD4^+^ T cells early during activation in the SLOs to cause the striking decrease in numbers of *St2^–/–^* donor CD4^+^ T cells (Figure 2D and Supplemental Figure 1C) and decreased CD4^+^ T cell numbers in *il33^–/–^* recipients (Figure 3E) on d7 after alloHCT. Donor CD3^+^ T cells from CD45.2^+^*CD4-Cre*×*R26-LSL-YFP*×*St2^fl/fl^* (ST2*^fl/fl^*) and CD45.1^+^*St2^+/+^* (ST2^WT^) mice were labeled with CellTrace Violet (CTV) and cotransferred into the same lethally irradiated BALB/c (allogeneic [allo]) or B6 (syngeneic [syn]) recipients (Figure 5A). CD4^+^ T cells were harvested from the spleen on d1, d2, d3, d5, and d7 to determine the effect of IL-33 stimulation on early expansion after alloHCT (Figure 5A). ST2*^fl/fl^* CD4^+^ T cells were identified as a YFP^+^ subset to ensure they had expressed the Cre recombinase and the absence of ST2 on YFP^+^ cells was verified (Figure 5, B–C and G, and Supplemental Figure 2A). ST2 was upregulated on donor ST2^WT^ CD4^+^ T cells from both allo and syn recipients (Figure 5, B and C, and Supplemental Figure 3, A and B), but more rapidly and strongly in allo recipients (Figure 5B and Supplemental Figure 3A). The frequency of donor ST2^+^CD4^+^ cells steadily increased from d3 to d7 in the ST2^WT^ T cell subset isolated from allo BALB/c recipients (Figure 5, B and C). BALB/c recipients exhibited a reduced number of presumed alloantigen-specific ST2*^fl/fl^* CD4^+^ T cells compared with ST2^WT^ CD4^+^ T cells in the spleen of the same recipient on d3, d5, and d7 (Figure 5, D and E). Interestingly, IL-33 signaling was not necessary for lymphopenia-induced proliferation (LIP) in the spleen of syn recipients, as we observed a similar number of ST2*^fl/fl^* and ST2^WT^ donor CD4^+^ T cells (Figure 5F). Additionally, a lack of early IL-33 stimulation presumably in the SLO resulted in a failure of donor ST2*^fl/fl^* CD4^+^ T cells to infiltrate GVHD target tissues in allo recipients (Figure 5, G and H). This was not the case in the syn recipients, in which both the ST2*^fl/fl^* CD4^+^ T cells and the ST2^WT^ CD4^+^ T cells successfully infiltrated the SI by d7 (Figure 5I). Thus, IL-33 does not appear to function like IL-7, which augments weak TCR signaling to self-peptides presented on self-MHC to support LIP after irradiation (36). Instead, IL-33 predominantly promotes the expansion of alloreactive CD4^+^ T cells, suggesting that IL-33 augments the expansion of CD4^+^ T cells following TCR recognition of allo MHC or miH.

### Early T cell activation is enhanced by IL-33.

Another sensitive marker of TCR engagement is the upregulation of CD69, which can be detected by 2 to 3 hours after TCR engagement by a non-self-antigen (37, 38). As early as d1 after alloHCT, ST2^WT^ CD4^+^ T cells have a higher CD69 MFI and an increased frequency of ST2^WT^ CD4^+^ donor T cells expressing CD69 relative to ST2*^fl/fl^* cells from the same allo recipient spleens (Figure 6, A–C). There was no appreciable difference in CD69 MFI or frequency of donor CD69^+^CD4^+^ T cells in the spleens of TBI-conditioned syn recipients (Figure 6, B and C). These data support the conclusion that IL-33 is acting to enhance the activation of alloreactive T cells and are strengthened by our assessment of the total proteome of anti-CD3, anti-CD28, and IL-33 in vitro–stimulated CD4^+^ T cells. Two hours of stimulation with anti-CD3 and anti-CD28 along with IL-33 resulted in a significant upregulation of CD69 protein compared with stimulation with anti-CD3 and anti-CD28 alone (Supplemental Figure 2B). In addition to these noticeable differences in early activation marker CD69, ST2*^fl/fl^* CD4^+^ T cells retained their expression of CD62L through d5 above expression levels of ST2^WT^ CD4^+^ T cells from allo recipients (Figure 6, D and E). ST2^WT^ CD4^+^ donor T cells also expressed higher levels of the activation marker CD44 compared with ST2*^fl/fl^* CD4^+^ T cells isolated from the same allo recipient (Figure 6, F and G). These results indicate that IL-33 is acting to enhance the early activation of alloreactive donor CD4^+^ T cells.

### IL-33 drives Th1 differentiation while inhibiting regulatory gene expression in CD4^+^ T cells after alloHCT.

Further comparison of donor T cells in the SLO at early time points of T cell activation established that ST2^WT^ CD4^+^ T cells expressed more Tbet than ST2*^fl/fl^* CD4^+^ T cells from the same spleen of allo recipients through d5 after alloHCT (Figure 7, A and B). Tbet induces IFN-γ expression and is critical for upregulation of CXCR3, which controls the alloreactive T cell trafficking to GVHD target tissues (39). CXCR3 was expressed at higher levels on donor ST2^WT^ CD4^+^ T cells than ST2*^fl/fl^* T cells in the same spleen of allo recipients through d7 after alloHCT (Figure 7, C and D). This decrease in ST2*^fl/fl^* T cell CXCR3 matched our earlier finding of decreased infiltration of ST2*^fl/fl^* CD4^+^ T cells into the SI. Our data establish that alloreactive ST2^WT^ T cells are more proliferative, more highly activated, and prone to differentiate into Th1 cells.

To better understand the pathways IL-33 controls after alloHCT in allo recipients, we performed RNA-Seq on sorted splenic ST2*^fl/fl^* and ST2^WT^ donor CD4^+^ T cells cotransferred into the same recipient on d5 after alloHCT (Figure 7E). 

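The ST2 WT donor cells came from B6 CD45.1+ mice and the ST2* fl/fl* donor cells from B6 CD45.2+ *CD4-Cre*×*R26-LSL-YFP*×*St2 fl/fl* mice, in which Cre deletes part of *Il1rl1*, the gene of ST2, in T cells and switches on a YFP reporter. Both populations were sorted from the spleens of the same 4 BALB/c recipients, so that each recipient gave 1 library of each genotype and 8 libraries in all. Libraries with the same replicate number were taken to come from the same recipient. *Il1rl1* lies on chromosome 1 of GRCm38 from 40429570 to 40465415. Its level was 18.6, 14.6, 21.3 and 18.2 TPM in the ST2 WT libraries of recipients 1, 2, 3 and 4, and 15.8, 14.9, 16.7 and 17.7 TPM in the ST2* fl/fl* libraries of the same recipients. The groups did not differ at this gene (log2 fold change 0.14, SE 0.12, adjusted p = 0.608 from limma; two-sided exact permutation p = 0.257). Reads from exons outside the deleted part could still be counted, which TPM of the whole gene cannot show, so this level by itself checks no genotype label. *Gt(ROSA)26Sor*, the noncoding transcript of the locus that carries the reporter, lies on chromosome 6 from 113067428 to 113077333 and overlaps *Thumpd3* on the other strand. It was 101 ± 7.16 TPM (SD, n = 4) in ST2 WT cells and 36.9 ± 4.39 TPM (SD, n = 4) in ST2* fl/fl* cells. This difference (log2 fold change 1.44, SE 0.11, adjusted p = 9.45e-05 from limma) separated every ST2 WT library from every ST2* fl/fl* library (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 allow).

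For the libraries, cells were sorted directly into the lysis buffer of a low-input SmartSeq kit, and reads were aligned by the authors to GRCm38.p6 in CLC Genomics Workbench. The values used here are the authors' TPM for 12417 entries, each above 0 in all 8 libraries. TPM keep no read totals, so the depth is unknown and no counting interval can be given. The 10238 genes with a mean of at least 1 TPM were compared on the log2 scale after 1 was added, with a gene past the threshold at an adjusted p under 0.05 and a fold change over 1.5, the limits the study states. The ST2 WT library of recipient 2 stood apart from the others. For each library, deviations were taken from each gene's mean over the other libraries of its genotype. Their SD was 0.465 on the log2 scale in the ST2 WT library of recipient 2 against 0.242 to 0.279 in the other 7 libraries. Mitochondrially encoded transcripts made up 9.18% of its TPM against 12.7% to 13.8%.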

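Most genes of mitochondrial energy production and most Myc targets were higher in ST2 WT than in ST2* fl/fl* donor CD4+ T cells, each by a small amount. Of the 38 tested members of the study's mitochondrial energy list (Table S1), which holds respiratory chain and ATP synthase subunits, 35 were higher and 3 lower in ST2 WT cells (median log2 fold change 0.14, adjusted p = 9.62e-07 from camera, a gene set test of limma, adjusted p = 0.0428 with an estimated correlation). With an estimated correlation and without the ST2 WT library of recipient 2, a test chosen after seeing the data, this list did not pass (adjusted p = 0.0979 from camera). Of the study's 67 tested Myc targets, 60 were higher and 7 lower (median log2 fold change 0.19, adjusted p = 3.01e-07 from camera, adjusted p = 0.110 with an estimated correlation). *Atp5b*, a catalytic subunit of ATP synthase, was 629 ± 133 TPM (SD, n = 4) in ST2 WT cells and 487 ± 15.3 TPM (SD, n = 4) in ST2* fl/fl* cells (log2 fold change 0.35, SE 0.12, adjusted p = 0.250 from limma). Without the ST2 WT library of recipient 2, which had 825 TPM, its log2 fold change was 0.21 (adjusted p = 0.0586). *Mthfd1*, a Myc target and folate enzyme, was 22.7 ± 5.74 TPM against 14.6 ± 3.06 TPM (adjusted p = 0.196 from limma), and passed the threshold with the recipient as a block (adjusted p = 0.0338). No member of either list passed the threshold in the limma comparison, over all genes or adjusted over the list alone, and 12 and 13 members were higher and 0 lower at an unadjusted p under 0.05. Both are lists the study reports from these libraries, so their direction is not independent evidence.

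Lists fixed before the values were examined, but after the paper was read, gave the following. Some of their members, such as *Tyms* in the cell cycle and *Tpi1* in the glycolysis list, are also among the study's Myc targets. These lists are therefore not fully independent of the study's signatures. Of 40 cell cycle genes, 39 were higher and 1 lower in ST2 WT cells (median log2 fold change 0.27, adjusted p = 8.92e-10 from camera, adjusted p = 0.204 with an estimated correlation). *Rrm2*, a subunit of the enzyme that makes deoxynucleotides, was 503 ± 113 TPM against 367 ± 46.8 TPM (adjusted p = 0.229 from limma), and *Cdc6*, which loads the replicative helicase, 16.4 ± 4.30 TPM against 10.3 ± 1.07 TPM (adjusted p = 0.158). Of 76 nuclear genes of oxidative phosphorylation, many of them also in the study's list, 65 were higher (median log2 fold change 0.13, adjusted p = 3.50e-08 from camera, adjusted p = 0.132 with an estimated correlation), among them *Cox5a* (log2 fold change 0.23, SE 0.06). Of 22 genes of cholesterol synthesis, 19 were higher (median log2 fold change 0.13, adjusted p = 4.65e-04 from camera, adjusted p = 0.132 with an estimated correlation), with *Fdps* at 87.6 ± 15.4 TPM against 59.2 ± 10.6 TPM. Glycolysis genes were higher for 16 of 18 members (median log2 fold change 0.16, adjusted p = 0.00687 from camera, adjusted p = 0.370 with an estimated correlation), and this call was lost without the ST2 WT library of recipient 2 (adjusted p = 0.114). No gene of these 4 lists passed the threshold in limma, alone or over all genes, and 17 cell cycle, 22 oxidative phosphorylation, 7 cholesterol and 3 glycolysis genes were higher at an unadjusted p under 0.05. Targets of Atf4 in serine synthesis, folate metabolism and amino acid stress did not pass as a list of 18 (adjusted p = 0.0621 from camera, adjusted p = 0.416 with an estimated correlation), nor without the ST2 WT library of recipient 2 (adjusted p = 0.224). They passed with the recipient as a block (adjusted p = 0.0233, adjusted p = 0.374 with an estimated correlation), without the ST2 WT library of recipient 3 (adjusted p = 0.0348) and without the ST2* fl/fl* library of recipient 2 (adjusted p = 0.0282). Adjusted over the list alone, *Asns*, which makes asparagine, and *Mthfd1* were higher. The 13 mitochondrially encoded genes had a median log2 fold change of -0.12 (adjusted p = 0.0865 from camera, adjusted p = 0.652 with an estimated correlation). They lay at -0.52 from their means in the ST2 WT library of recipient 2, against 0.04 to 0.15 in the other ST2 WT libraries. Without that library their direction turned to higher (adjusted p = 0.586), and without the ST2 WT library of recipient 3 they passed as lower (adjusted p = 0.00907). In the ST2 WT library of recipient 2, the Myc targets lay 0.37 and the cell cycle genes 0.38 above their means on the log2 scale, against -0.01 to 0.03 and -0.02 to 0.10 in the other ST2 WT libraries.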

As anticipated from the above studies, the gene profile of the ST2^WT^ donor CD4^+^ T cells from our RNA-Seq analysis indicated that IL-33 promotes metabolic activity and Myc activation (Supplemental Figure 4, A and B) needed for robust T cell proliferation following TCR stimulation with cognate antigen (40). Interestingly, the ST2*^fl/fl^* donor CD4^+^ T cells from the same allo recipients, represented by the negative normalized enrichment scores (NES) on the left side of curves, were enriched for gene set enrichment analysis (GSEA) pathways for genes expressed in T helper cell differentiation and T cell anergy and tolerance (Figure 7, F–I, and Supplemental Table 1). 

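Both signatures were lower as a group in ST2 WT donor CD4+ T cells, which is the same as higher in ST2* fl/fl* cells. Of the 61 tested genes of T helper cell differentiation, 50 were lower and 11 higher in ST2 WT cells (median log2 fold change -0.15, adjusted p = 7.66e-05 from camera, adjusted p = 0.101 with an estimated correlation). Of these, 3 are respiratory chain genes that the mitochondrial energy list also holds, at the end of the printed T helper list, where they could be misplaced. Without them, in a test chosen after seeing the data, 47 of 58 genes were lower (adjusted p = 4.67e-05 from camera, adjusted p = 0.0864 with an estimated correlation). Of the 63 tested genes of T cell anergy and tolerance, 45 were lower and 18 higher (median log2 fold change -0.22, adjusted p = 1.57e-04 from camera, adjusted p = 0.0428 with an estimated correlation). Further tests with an estimated correlation were chosen after seeing the data. With the recipient as a block, the T helper signature passed (adjusted p = 0.0266 from camera) and the anergy signature did not (adjusted p = 0.0661 from camera). Without the ST2 WT library of recipient 2, neither signature passed (adjusted p = 0.139 from camera for each). Both are lists the study reports from these libraries, so this is not independent evidence of their direction. Singly, 2 T helper genes were lower and 0 higher past the threshold from limma, and 5 were lower when adjusted over the list alone. At an unadjusted p under 0.05, 13 were lower and 0 higher. In the anergy signature 1 gene was lower and 1 higher, and 7 were lower and 1 higher when adjusted over the list alone. Those 7 included *Csf1*, a growth factor of macrophages, and *Il10ra*, a receptor chain of IL-10.

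With genes ranked by the signal-to-noise ratio of TPM, the NES was -2.20 for the T helper signature and -2.04 for the anergy signature (adjusted p = 3.26e-04 for both, against random gene lists in fgsea). Shuffling the 8 libraries in place of the genes gave a wider margin of chance. Among the 70 ways to label 4 against 4, 4 gave an enrichment score as extreme for either signature (two-sided exact permutation p = 0.0571 for each).

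**Figure D1:**
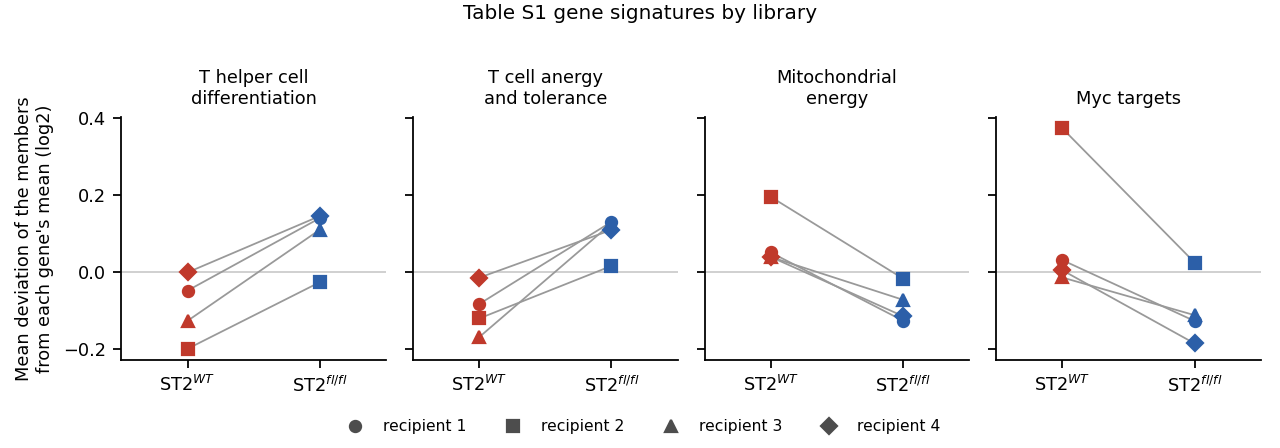
Mean deviation of the tested members of 4 Table S1 signatures from each gene's mean over the 8 libraries, on the log2 scale, for the ST2 WT (red) and ST2* fl/fl* (blue) libraries of recipients 1, 2, 3 and 4. Each point is 1 library and each line joins the libraries of 1 recipient, and in all 4 recipients the T helper and anergy signatures are lower, and the mitochondrial energy and Myc target signatures higher, in ST2 WT cells.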

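*Cd70*, the ligand of the costimulatory receptor CD27, rose in ST2 WT donor CD4+ T cells. It lies on chromosome 17 of GRCm38 from 57145997 to 57149777, and its level was 23.0 ± 3.40 TPM (SD, n = 4) in ST2 WT cells and 10.8 ± 2.85 TPM (SD, n = 4) in ST2* fl/fl* cells (log2 fold change 1.04, SE 0.17, adjusted p = 0.0226 from limma), higher in 4 of 4 recipients. The call was lost without the ST2 WT library of recipient 1 or 4 or the ST2* fl/fl* library of recipient 1, 2 or 3 (adjusted p from 0.0632 to 0.0937). *Ifng*, which encodes IFN-γ, was 187 ± 108 TPM (SD, n = 4) in ST2 WT cells and 115 ± 29.7 TPM (SD, n = 4) in ST2* fl/fl* cells (log2 fold change 0.57, SE 0.33, adjusted p = 0.455 from limma). *Tbx21*, which encodes Tbet, was 25.1 ± 8.46 TPM against 19.1 ± 1.96 TPM (log2 fold change 0.33, SE 0.19, adjusted p = 0.447), and the chemokine receptor gene *Cxcr3* 167 ± 21.0 TPM against 132 ± 10.9 TPM (log2 fold change 0.33, SE 0.10, adjusted p = 0.203). These 3 genes did not pass the threshold and were higher in ST2 WT cells by sign in 4 of 4 recipients. For *Tbx21* the ratios of TPM + 1 were 1.06, 2.12, 1.00 and 1.10 in recipients 1, 2, 3 and 4. The ST2 WT library of recipient 2 had 337 TPM of *Ifng*, against 102 to 196 TPM in the other ST2 WT libraries, and without it the log2 fold change was 0.23 for *Ifng* (adjusted p = 0.697) and 0.13 for *Tbx21* (adjusted p = 0.626).

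Of 34 Th1 effector genes, 1 was higher and 4 lower in ST2 WT cells past the threshold from limma, and 1 was higher and 6 lower when adjusted over the list alone. As a list they were lower (median log2 fold change -0.19, adjusted p = 0.00503 from camera, adjusted p = 0.327 with an estimated correlation). *Ccl4*, a chemokine that draws T cells and monocytes, was 40.5 ± 18.9 TPM (SD, n = 4) in ST2 WT cells and 366 ± 161 TPM (SD, n = 4) in ST2* fl/fl* cells (log2 fold change -3.16, SE 0.41, adjusted p = 0.00601 from limma). *Ccl5*, another such chemokine, was 26.3 ± 5.82 TPM against 100.2 ± 45.4 TPM (adjusted p = 0.0257), and *Gzmk*, a protease of cytotoxic granules, 34.6 ± 6.23 TPM against 74.6 ± 11.7 TPM (adjusted p = 0.00884). *Gzmb*, the main granzyme of activated killer cells, was 1099 ± 173 TPM against 756 ± 111 TPM and did not pass (adjusted p = 0.106). The call of *Ccl5* was lost without the ST2 WT library of recipient 3 or 4 or the ST2* fl/fl* library of recipient 1, 3 or 4 (adjusted p from 0.0690 to 0.0912). Of 15 tested genes drawn in the T helper heatmap, *Ccl5* and the chemokine receptor gene *Ccr3* were lower and 0 higher, with *Foxp3* also lower when adjusted over the list alone. The heatmap genes were lower as a list (median log2 fold change -0.30, adjusted p = 0.0266 from camera, adjusted p = 0.149 with an estimated correlation), a call lost without the ST2 WT library of recipient 1, 2 or 3 (adjusted p = 0.0608, 0.0576 and 0.0511). The call of *Ccr3* was lost without the ST2 WT library of recipient 1, 3 or 4 or the ST2* fl/fl* library of recipient 1, 3 or 4 (adjusted p from 0.0752 to 0.164). Of 20 tested genes of the anergy heatmap, *Cd70* was higher and 0 lower (list adjusted p = 0.101 from camera), with 2 lower when adjusted over the list alone. The study drew both heatmaps from these libraries, so they are not independent evidence. *Tcrg-C2*, a constant segment of the γδ T cell receptor, moved the same way as *Ccl5* at 13.5 ± 6.67 TPM against 30.0 ± 8.30 TPM (adjusted p = 0.106), and passed with the recipient as a block (adjusted p = 0.0201) and without the ST2 WT library of recipient 2 (adjusted p = 0.00789).

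**Figure D2:**
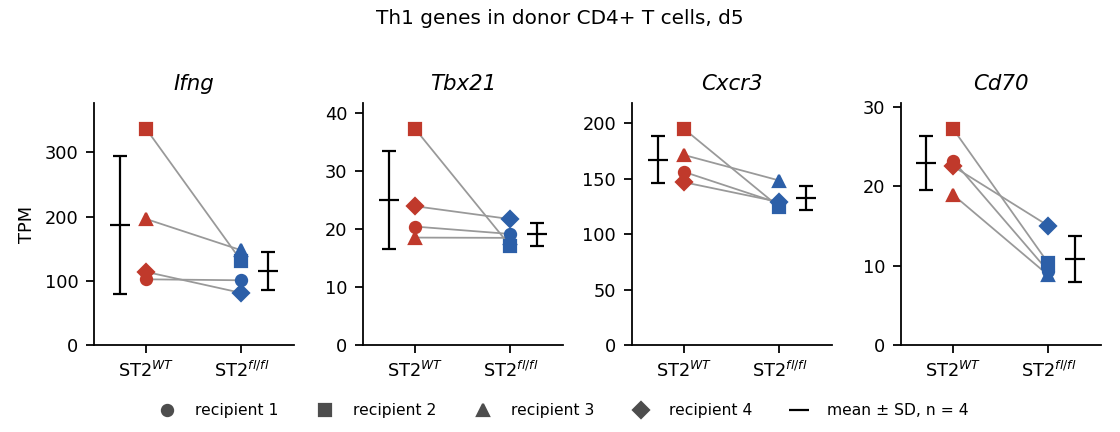
TPM of *Ifng*, *Tbx21*, *Cxcr3* and *Cd70* in ST2 WT (red) and ST2* fl/fl* (blue) donor CD4+ T cells on d5. Each symbol is 1 library, each line joins the libraries of 1 recipient, and the bars give the mean and SD (n = 4). The *Cd70* values do not overlap between the groups, whereas the ST2 WT library of recipient 2 sets the highest *Ifng*, *Tbx21* and *Cxcr3* values.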

The heatmap of genes representative of T cell anergy and tolerance and T helper cell differentiation shows that ST2^WT^ donor CD4^+^ T cells expressed higher levels of Th1 genes, including *Ifng*, *Tbx21*, *Cxcr3*, and IFN-induced *Cd70* (Figure 7, F and G). 

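*Foxp3*, *Ctla4* and *Il10* were lower by sign in ST2 WT donor CD4+ T cells in 4 of 4 recipients, and none of them passed the threshold in limma. *Foxp3*, the lineage factor of Tregs, lies on chromosome X of GRCm38 from 7573644 to 7595245 and was 6.18 ± 1.58 TPM (SD, n = 4) in ST2 WT cells and 10.2 ± 1.05 TPM (SD, n = 4) in ST2* fl/fl* cells (log2 fold change -0.67, SE 0.17, adjusted p = 0.121 from limma). *Il10*, which encodes the suppressive cytokine IL-10, was 8.88 ± 1.19 TPM against 21.3 ± 9.77 TPM (log2 fold change -1.09, SE 0.24, adjusted p = 0.0835). It lies on chromosome 1 from 131019845 to 131024974, within 20 Mb of *Ptprc*, the gene of the CD45 allele by which the donors differ. *Ctla4*, an inhibitory receptor, was 102 ± 15.5 TPM against 131 ± 17.3 TPM (log2 fold change -0.36, SE 0.13, adjusted p = 0.265). For each of the 3 genes every ST2 WT library lay below every ST2* fl/fl* library (two-sided exact permutation p = 0.0286 before adjustment).

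Of 21 Treg genes, 1 was lower and 0 higher past the threshold from limma, and *Nt5e*, *Foxp3* and *Il10* were lower when adjusted over the list alone. The list was lower (median log2 fold change -0.25, adjusted p = 3.08e-04 from camera, adjusted p = 0.132 with an estimated correlation). It and the type 1 regulatory, checkpoint and follicular helper lists below share genes with the study's heatmaps, so none is fully independent of them. *Nt5e*, the ectoenzyme CD73 that makes adenosine, was 6.90 ± 0.747 TPM against 12.3 ± 1.01 TPM (adjusted p = 0.0147), a call lost without the ST2 WT library of recipient 3 or 4 or the ST2* fl/fl* library of recipient 1, 2 or 4 (adjusted p from 0.0534 to 0.0678). The 14 genes of type 1 regulatory cells were lower as a list (median log2 fold change -0.21, adjusted p = 0.0188 from camera, adjusted p = 0.149 with an estimated correlation), but not without the ST2 WT library of recipient 1 (adjusted p = 0.0504), and 1 of them, *Il10*, was lower when adjusted over the list alone. Checkpoint receptors were lower for 9 of 12 members (median log2 fold change -0.21, adjusted p = 0.00838 from camera, adjusted p = 0.284 with an estimated correlation), again not without that library (adjusted p = 0.0517). *Lag3*, an inhibitory receptor for MHC class II, was 5.97 ± 0.471 TPM against 9.13 ± 0.745 TPM (adjusted p = 0.0662). Genes of T follicular helper cells were lower for 14 of 18 members (median log2 fold change -0.16, adjusted p = 0.0195 from camera, adjusted p = 0.327 with an estimated correlation), a call lost without the ST2 WT library of recipient 1 or 3 (adjusted p = 0.104 and 0.0511) or the ST2* fl/fl* library of recipient 2 (adjusted p = 0.113). No type 1 regulatory, checkpoint or follicular helper gene passed over all genes in limma, and 4, 4 and 4 of them were lower and 1, 1 and 0 higher at an unadjusted p under 0.05. Naive and central memory genes were also lower, 17 of 19 by sign (median log2 fold change -0.29, adjusted p = 2.57e-05 from camera, adjusted p = 0.149 with an estimated correlation). They lay at -0.44 from their means in the ST2 WT library of recipient 2, against -0.16 to -0.02 in the other ST2 WT libraries. *Il7r*, the IL-7 receptor chain of resting T cells, was 106 ± 33.0 TPM against 185 ± 42.3 TPM and passed with the recipient as a block (adjusted p = 0.0125), and *Il7r*, *Ccr7* and *Dapl1* were lower when adjusted over the list alone. Over all genes, *Ccr7*, a receptor that guides T cells to lymph nodes, passed with the block (adjusted p = 0.0473) and without the ST2 WT library of recipient 2 (adjusted p = 0.0193), and *Dapl1* without that of recipient 4 (adjusted p = 0.0445).

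**Figure D3:**
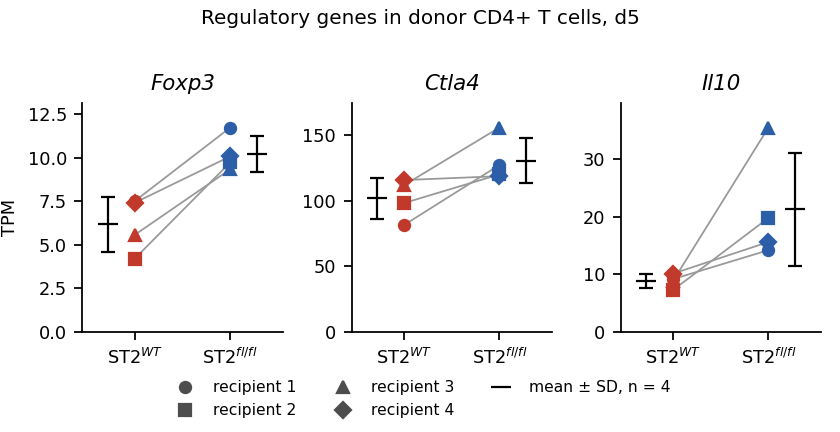
TPM of *Foxp3*, *Ctla4* and *Il10* in ST2 WT (red) and ST2* fl/fl* (blue) donor CD4+ T cells on d5. Each symbol is 1 library, each line joins the libraries of 1 recipient, and the bars give the mean and SD (n = 4). In all 4 recipients each gene is lower in ST2 WT cells.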

ST2*^fl/fl^* donor CD4^+^ T cells instead had enriched expression of several regulatory genes, including *Foxp3*, *Ctla4*, and *Il10* (Figure 7, F and G), which caused the GSEA results for the T helper differentiation pathway and T cell anergy and tolerance to be enriched in ST2*^fl/fl^* donor CD4^+^ T cells (Figure 7, H and I). These RNA-Seq findings reflected serum cytokine data in GVHD studies in which *il33^–/–^* B6 recipients of WT BALB/c T cells displayed reduced IFN-γ compared with WT recipients (Supplemental Figure 4, C and D) and increased IL-10 for *il33^–/–^* recipients compared with the *il33^+/+^* recipients (Supplemental Figure 4E). The increase in IL-10 was mostly reversed by treating the *il33^–/–^* recipients with rIL-33 from d3 to d6 after alloHCT (Supplemental Figure 4, C and E). These findings imply that IL-33 not only supports Th1 differentiation, but also limits regulatory gene expression by alloreactive donor CD4^+^ T cells.

### Alloantigen TCR activation is augmented by IL-33 stimulation.

Successful CD4^+^ T cell activation and differentiation require an initial signal generated through a robust TCR interaction with cognate antigen/MHC and a second, antigen-independent costimulatory signal (41). While Th1 differentiation is typically thought to be dominated by innate cell-derived cytokine IL-12, the strength of TCR and costimulation signaling are highly influential in dictating CD4^+^ T cells’ differentiation fates (42–44). Strong TCR signals support Th1 generation and limit Foxp3 expression (45–47), whereas an attenuated TCR signal results in CD4^+^ T cell Foxp3 expression (48). Costimulatory molecules feed into TCR-signaling pathways to limit Foxp3 expression in newly activated CD4^+^ T cells (49, 50). Our RNA-Seq data revealed that IL-33 stimulation of CD4^+^ donor T cells augmented expression of *Ifng* and *Cd70* while limiting the expression of *Foxp3* and *Il10* (Figure 7G). These data suggest that IL-33 may be acting as a costimulatory stimulus that amplifies alloreactive TCR signals after alloHCT.

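Within each recipient, the RNA-Seq values of *Ifng* and *Cd70* were higher and those of *Foxp3* and *Il10* lower in ST2 WT than in ST2* fl/fl* donor CD4+ T cells. For recipients 1, 2, 3 and 4, the ratio of TPM + 1 in ST2 WT to ST2* fl/fl* cells was 2.36, 2.50, 2.04 and 1.47 for *Cd70* and 1.01, 2.57, 1.33 and 1.40 for *Ifng*. For the same recipients it was 0.669, 0.486, 0.636 and 0.760 for *Foxp3* and 0.670, 0.398, 0.271 and 0.670 for *Il10*. Genes that TCR signals switch on within hours ran lower in ST2 WT cells on d5. Of 16 immediate early genes, 1 was lower and 0 higher past the threshold from limma, with 2 lower when adjusted over the list alone, and the list was lower (median log2 fold change -0.28, adjusted p = 1.26e-04 from camera, adjusted p = 0.164 with an estimated correlation). The gene that passed, *Rgs1*, which damps chemokine receptor signals, was 21.4 ± 1.9 TPM against 34.7 ± 3.30 TPM (log2 fold change -0.67, adjusted p = 0.0217). It lies within 20 Mb of *Ptprc*, and its call was lost without the ST2 WT library of recipient 3 or 4 or the ST2* fl/fl* library of recipient 1, 3 or 4 (adjusted p from 0.0632 to 0.0937). The activation marker gene *Cd69* was 150.5 ± 3.98 TPM against 209 ± 16.1 TPM (adjusted p = 0.0246), a fold change below 1.5. *Cd69* lies within 20 Mb of the locus that carries the reporter. For *Rgs1* and *Cd69*, an effect of a strain segment therefore cannot be told apart from one of ST2 here. *Nr4a1*, which encodes Nur77, was 3.16 ± 0.216 TPM against 3.73 ± 1.14 TPM (adjusted p = 0.703). Of 18 targets of NF-κB, the pathway that ST2 signals through, 16 were lower by sign (median log2 fold change -0.14, adjusted p = 0.00407 from camera, adjusted p = 0.149 with an estimated correlation). No NF-κB target passed by itself in limma, and 4 were lower and 0 higher at an unadjusted p under 0.05. From the higher *Ifng* and *Cd70*, the lower *Foxp3* and *Il10* and published work on TCR strength and Foxp3, the paper makes a proposal. By it, IL-33 may act as a costimulus that amplifies TCR signals in these cells. The paper also measured CD69, Nur77 and phosphorylated signaling proteins by flow cytometry at times before d5. It further tested the expansion of *TEa* cells over a range of peptide doses. The RNA levels on d5 do not test those results.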

To precisely show whether IL-33 heightens alloreactive TCR stimulation, we crossed B6 *CD4-Cre*×*R26-LSL-YFP*×*St2^fl/fl^* mice to B6 *TEa* mice, which have CD4^+^ T cells expressing a transgenic TCR recognizing a BALB/c allopeptide (Eα_52–68_) presented on I-A^b^ (51). We cotransferred donor ST2^WT^ and ST2*^fl/fl^* *TEa* CD4^+^ T cells into the same B6 recipient and compared their expansion to increasing doses of Eα_52-68_ peptide delivered with autologous HCT. ST2^WT^*TEa* CD4^+^ T cells (Vβ6^+^YFP^–^) exhibited a dose-dependent escalation in T cell expansion to Eα peptide that was lost in the ST2*^fl/fl^TEa* CD4^+^ (Vβ6^+^YFP^+^) population (Figure 8, A–C). Synergism between allopeptide/I-A^b^/TCR and IL-33 was most notable at low peptide doses and was less apparent at the highest dose (Figure 8C). These data demonstrate that IL-33 can function as a costimulatory signal that synergizes with the TCR to qualitatively increase T cell expansion.

Our data looking at early activation time points also point to IL-33–mediated augmentation of alloantigen-driven TCR signaling, as we saw that IL-33 stimulation augmented the frequency of CD69^+^CD4^+^ donor T cells and the expression of CD69 on B6 ST2^WT^ donor T cells (Figure 6, A–C). While CD69 expression is representative of TCR signaling, CD69 expression can be influenced by inflammatory stimuli (52). Nur77 is an immediate-early response gene expressed in T cells following TCR stimulation (53, 54) and is not induced unless the TCR has been engaged (52). We investigated the impact of IL-33 stimulation on TCR signaling by quantifying Nur77 expression after cotransferring ST2^WT^ and ST2*^fl/fl^* CD3^+^ T cells labeled with CTV into the same allo recipient (Figure 8D). At d3 after alloHCT, donor ST2^WT^ CD4^+^ T cells in the spleen of allo recipients had increased Nur77 compared with the ST2*^fl/fl^* subset (Figure 8, E–G). IL-33–mediated increases in Nur77 were also observed when *Nur77-GFP* B6 donor CD4^+^ T cells were transferred into *Bm12 il33^+/+^* versus *Bm12 il33^–/–^* recipients (Supplemental Figure 5). By using the B6 CD4^+^ T cell to Bm12 recipients alloHCT model, we could assess how the absence of IL-33 modulated Nur77 upregulation in donor CD4^+^ T cells in response to a single MHCII mismatch (55, 56). Analysis of splenic donor T cells in *Bm12 il33^+/+^* recipients at d3 after alloHCT found increased Nur77 in the expanded CD4^+^Nur77^+^ subset compared with the same group of donor T cells isolated from *Bm12 il33^–/–^* recipients (Supplemental Figure 5, A–D). This population in *Bm12 il33^–/–^* recipients also had increased retention of CD62L (Supplemental Figure 5E). While there were no differences in donor CD4^+^ T cell numbers at d3 (Supplemental Figure 5F), decreases in donor CD4^+^ T cells were observed in the *Bm12 il33^–/–^* recipients at d7 (Supplemental Figure 5G). This decrease could be partially corrected by the delivery of rIL-33 (Supplemental Figure 5F). Mortality and morbidity were also reduced in this CD4-dependent GVHD model by the absence of IL-33 (Supplemental Figure 5, H and I).

We then investigated whether IL-33 modulated early TCR signaling by assessing phosphorylation of pathway intermediates involved in TCR signaling after alloHCT (Figure 9, A and B). Phosphorylation of kinases downstream of TCR and ST2 were measured in donor CD4^+^ T cells from ST2*^fl/fl^* and ST2^WT^ mice, which were labeled with CTV and cotransferred into the same lethally irradiated allo recipient (Figure 9, A and B, and Supplemental Figure 6, A and B). Splenocytes were assessed on d1 after alloHCT (Supplemental Figure 6, A and B). ST2^WT^ CD4^+^ T cells had increased levels of phosphorylated p38 (p-p38) and ERK as well as the MTORC1 target S6 compared with ST2*^fl/fl^* T cells from the same recipient (Figure 9, C–E). These findings establish that ST2 augments activation of pathways that are common with TCR signaling. We also show the importance of the p38 pathways to Th1 effector function, as p38 inhibition negates IL-33–mediated IFN-γ production by CD4^+^ T cells (Figure 9F). To demonstrate ST2-deficient T cells are not intrinsically defective from a lack of IL-33 stimulation early during T cell development, we used ST2 inducible knockout mice to delete ST2 at the time of activation and Th1 differentiation. Specifically, when B6 *R26-cre^ERT2^xSt2^fl/fl^* and *R26-cre^ERT2^* were Th1 skewed in vitro and treated with 4-hydroxytamoxifen (Tam) and rIL-33, *R26-cre^ERT2^* mice produced IFN-γ in response to IL-33, but Tam-treated *R26-cre^ERT2^xSt2^fl/fl^* mice, whose ST2 would be deleted, produced levels of IFN-γ comparable to those of *St2^–/–^* controls (Figure 9G). Thus, the observed differences are not due to a lack of ST2 signaling during development, but to the loss of IL-33 stimulation of donor T cells following alloHCT. In total, our data establish that early after alloHCT, IL-33 acts as a potent costimulatory signal that augments TCR signaling to support alloreactive CD4^+^ T cell activation, proliferation, and Th1 differentiation.

## Discussion

In the current studies, we provide mechanistic insights into IL-33–mediated CD4^+^ T cell immunobiology after alloHCT and build on our past observation that IL-33 is a clinically relevant, recipient-derived DAMP that drives lethal GVHD (29). Specifically, we reveal that FRCs in the SLOs are an important IL-33 source during the time of donor T cell expansion and the initiation of GVHD. IL-33 contributes to the generation of alloreactive Th1 cells by functioning as a costimulatory signal that acts directly on donor CD4^+^ T cells to augment TCR-related signaling pathways. Another important finding was that IL-33 promoted Th1 differentiation independently of IL-12. IL-33 has been described as a DAMP released from epithelial barrier tissues and perivascular regions of the lung to aid parasite clearance and contribute to allergy through the antigen-independent functions of type 2 innate lymphoid cells and Th2 cells (20, 57). In contrast, our findings suggest an important function for IL-33 in contributing to antigen-dependent activation and differentiation of alloreactive CD4^+^ T cells into Th1 cells. Our identification of IL-33 as a stromal cell–derived DAMP that is a costimulatory signal driving the direct activation and differentiation of alloreactive Th1 cells independently of the indirect PAMP-stimulated innate cytokine, IL-12, provides insights into targetable signals supporting GVHD initiation.

ST2 is a member of the IL-1R/TLR superfamily expressed constitutively or induced on a wide range of immune and nonhematopoietic cells (20, 58). Evidence is emerging supporting costimulatory roles for IL-1R/TLR ligands that directly promote T cell proliferation, survival, and differentiation (59–61). IL-1 family members, such as IL-33 and IL-1, can work synergistically with STAT stimulators to enhance T cell effector responses (62, 63). Likewise, IL-1β has been described as an adjuvant that boosts T cell expansion and survival following cognate antigen stimulation independently of IL-6 and CD28 signaling (17, 64). Recently, Matsuoka et al. demonstrated that MyD88 signaling in T cells was needed for donor T cell survival and Th1, Tc1, and Th17 differentiation leading to GVHD lethality (19). A lack of MyD88 in donor T cells also facilitated Foxp3^+^ Treg expansion after alloHCT to reduce GVHD lethality (19). ST2, like other IL-1R/TLR superfamily members, relies on MyD88 to convey IL-33 stimulation (20, 58, 65, 66). Our current findings regarding IL-33 promoting Th1 differentiation while limiting *Foxp3* and *Il10* expression are compatible with those of Matsuoka et al. (19). Likewise, the demonstration by these investigators that GVHD-promoting effects were independent of TLR2 and TLR7 support our conclusion that IL-33 is a critical T cell–stimulating DAMP after alloHCT. Griesenauer et al. have also demonstrated similar findings with *Myd88^–/–^* donor T cells conferring protection. While not pinpointing the specific ligand activating MyD88 signaling in T cells, they determined that the reduced GVHD was independent of IL-1R and TLR4 signaling, since knocking out these receptors on donor T cells did not provide the same protection (18). Our studies now provide a definitive ligand that can explain the phenotype of *Myd88*^–/–^ T cells in GVHD. When previous studies and our current studies are looked at in total, there is a strong indication that IL-33 released from recipient tissues ligates MyD88-dependent ST2 to act as a potent donor T cell costimulatory factor that supports Th1 differentiation and expansion while regulating the induction and function of Tregs.

Our data are divergent from findings using a lymphocytic choriomeningitis virus (LCMV) infection model in which *Stat4^–/–^* and *Tbet^–/–^* T cells did not upregulate ST2 following an LCMV challenge (67). Likewise, we had previously observed that IL-12 increased CD8^+^ T cell ST2 expression in vitro in a Tbet-dependent manner (28, 29). In the current studies, neutralization of IL-12p40 did not modulate ST2 expression on donor CD4^+^ T cells or reduce GVHD mortality over that observed when donor T cells lacked ST2. Given the rapid response of donor CD4^+^ T cells to IL-33, it is most likely that a low level of ST2 exists on naive T cells that initiate an immediate response to IL-33, with alloHCT-associated stimuli, such as IFN-γ, or TCR stimuli augmenting subsequent ST2 expression as these T cells are activated and proliferate. Identifying how ST2 is regulated on donor CD4^+^ T cells will be an important area of investigation moving forward that may lead to therapeutics that are able to limit the potency of the IL-33/ST2 axis after alloHCT.

Our data emphasize the importance of IL-33 for early activation and differentiation of CD4^+^ T cells into Th1 cells expressing Tbet and CXCR3 in the SLO. While we do not precisely rule out a role for IL-33 in other locations, such as the barrier tissues or GVHD target organs, our data establish a profound augmentation of IL-33 in the SLO after radiation exposure at times when donor T cells will predominantly be found in those SLO (68–70). It has been shown that radiation and alloHCT change the SLO structure and increase the relative density of FRC-like stromal cells that support GVHD development (31). Our data suggest these changes contribute to acute GVHD by augmented IL-33 availability in PDPN^+^CD31^–^ FRCs that then increase donor Th1 responses. This concept and our current findings align with past studies identifying the radiation-resistant nature of FRCs (71) and FRC of the splenic T cell zones being a critical source of IL-33 in LCMV infections (72). In T cell responses to LCMV, however, the IL-33–dependent phase of virus-reactive CD8^+^ T cell expansion begins after d4 after infection following priming and a first phase of expansion (72, 73). In contrast, IL-33 influence on donor CD4^+^ T cells starts at d1 and continues over several days. This difference may be due to recipient conditioning rapidly augmenting FRC IL-33 and triggering necrotic cell death as well as generating signals that promote IL-33 release or ST2 expression on alloreactive CD4^+^ T cells. Other factors potentially accounting for differing early IL-33 functions are the high number of alloreactive CD4^+^ T cells present at d1 of alloHCT or unique expression kinetics for IL-33. IL-33 is depleted in the SLO by d3 after LCMV infection, yet FRC frequency is not altered, suggesting that prestored nuclear IL-33 is released during viral infections (73). Our current data indicate that the conditioning necessary for alloHCT instead causes an augmented early and sustained presence of IL-33 in the SLO that initiates and promotes pathological Th1 alloimmune responses leading to GVHD.

Our studies raise several outstanding issues regarding IL-33 expression and release. First, how is IL-33, sequestered in the nucleus, being released from FRCs to stimulate Th1 responses, and can this process be modulated to control GVHD? Second, our data using ST2-deficient donors and recipients lacking IL-33 clearly establish that IL-33 is important after alloHCT to promote Tbet induction and CXCR3 expression that initiates Th1 cell infiltration into GVHD target tissues. Yet IL-33 is upregulated by alloHCT in epithelial cells and mesenchymal cells of barrier tissues, particularly the SI (29). Compelling work by Koyama et al. has demonstrated that nonhematopoietic recipient APCs in the target tissues are sufficient for promoting alloreactive donor T cell expansion to produce GVHD (25, 74). Future studies utilizing inducible ST2 deletion on donor T cells or IL-33 deletion in the SLO or GVHD target tissues will be important for showing what the roles for IL-33 are at these sites over the course of GVHD.

Numerous factors influence the lineage-specific differentiation of naive CD4^+^ T cells; these include the type of APC, concentration of antigen, duration of TCR ligation, costimulatory signals, and local cytokine environment (75). Early amplification of Tbet transcription involves p38 (76, 77), a signaling pathway activated by IL-33 ligation of ST2 (78). Several studies have suggested that Th1 cells preferentially differentiate in response to high-affinity antigen or high antigen dose, whereas lower affinity antigen and low antigen dose favor Th2 responses (79, 80). Weak affinity peptides used to stimulate TCR-transgenic T cells or low concentration of their cognate peptide induce Th2 differentiation through transient ERK activation, which is associated with IL-4 production and Gata3 expression (81–83). In contrast, high concentrations of cognate antigen or high-affinity peptide stimulation of TCR-transgenic T cells causes strong and prolonged ERK activation to suppress Gata3 expression (83). We show that IL-33 augments Tbet^+^ T cells during a CD4^+^ T cell response to alloantigen; we also show that IL-33 stimulation intensifies p38, ERK, and s6 phosphorylation in vivo. Together, these data suggest that IL-33 boosts TCR signaling to support CD4^+^ differentiation into Th1 cells. While alloantigen is ubiquitous in GVHD, the antigen affinity of alloreactive T cells causing GVHD is poorly defined. Our data using the *TEa* TCR suggest IL-33 can augment CD4^+^ T cell responses at low antigen doses, but it is difficult to determine whether this mechanism serves to boost weak TCR signals to diversify and broaden the alloresponse or is acting to complement strong TCR signals to support the survival of potent alloreactive clones after alloHCT (84).

GVHD occurs even if recipient cells lack the CD28 ligands CD80 and CD86 and is ablated only if donor APCs can present antigen to donor T cells (17, 74, 85). This suggests that there are recipient signals, such as IL-33, that provide the costimulation necessary for donor T cell activation. We identified IL-33 as upregulating the early activation marker CD69 in allo, but not syn, recipients. This suggested that CD69 was being upregulated in response to TCR and IL-33 stimulation. Yet CD69 can be induced by inflammatory stimuli, such as IFN-γ or innate cytokines released following TLR ligation (52, 54). However, we also found increased expression of Nur77 in ST2-competent CD4^+^ T cells compared with ST2-deficient ones in IL-33^+^ allo hosts. This was paralleled by increased Nur77 in CD4^+^ T cells in allo IL-33^+^ Bm12 recipients relative to those deficient for IL-33. The expression of Nur77 is dependent on TCR engagement and simultaneous costimulation, since anti-CD3 stimulation alone does not upregulate Nur77 (86). Thus, our data support the conclusion that recipient IL-33 acts as a costimulatory signal that augments TCR signaling pathways to support early activation and Th1 differentiation.

Despite evolving immunoprophylaxis regimens after alloHCT, donor T cell responses to MHC mismatches or miH antigens on matched MHC results in GVHD in 30% to 70% of recipients (4). It is well appreciated that the excessive expansion of alloreactive Th1 cells producing high levels of the proinflammatory cytokines IFN-γ and TNF-α is central to GVHD pathology. Interestingly, IL-33 promoted early Th1 differentiation and GVHD lethality independently of IL-12. This finding suggests that the combined targeting of IL-33 and IL-12 using antibodies undergoing clinical testing (87, 88) immediately after alloHCT would target 2 distinct Th1-driving pathways and thus be highly effective in limiting early donor Th1 responses. Our data indicate that IL-33 is not strongly involved in LIP, which is supported by IL-7 (89). IL-7 induces expression of the gut-homing integrin α_4_β_7_ and increases naive T cell homing to the SI (89). This may account for the observed IL-33–independent infiltration of donor T cells in syn recipients. We have shown that B6 *St2^–/–^* T cells retain the ability to clear BALB/c A20 B cell lymphomas, even though they are poor inducers of GVHD (29). Thus, targeting of IL-33 or ST2 signaling is not expected to disrupt T cell reconstitution or graft-versus-leukemia (GVL) responses. It is also of considerable interest that St2*^fl/fl^* donor CD4^+^ T cells have a gene transcript suggesting a regulatory phenotype and that *il33^–/–^* recipients have increased IL-10 in the serum at d7. These findings suggest that in the absence of IL-33 augmentation of TCR signaling, alloreactive donor T cells are prone to skewing toward more regulatory subsets, potentially Tregs or Tr1 cells. Targeting IL-33 or ST2 signaling to increase regulatory cells could have considerable therapeutic implications for patients receiving alloHCT, as it would be expected to lower GVHD risk. Augmenting regulatory responses during alloHCT would also aid tolerance induction for treating autoimmune disease or limiting the need for immunosuppression after solid organ transplantation.

## Methods

### Mice.

C57BL/6 (B6; H2-K^b^), Bm12, BALB/c (H2-K^d^), B6 CD45.1^+^, B6 CD90.1^+^, B6 Nur77-GFP, B6 *TEa* Tg, and B6 *R26-cre^ERT2^* mice were purchased from The Jackson Laboratory. *Il33^–/–^* mice were from Susumu Nakae (University of Tokyo, Tokyo, Japan; ref. 90). *CD4-cre*×*R26-LSL-YFP* mice (C57BL/6; *CD4^Cre^*) were from Dario Vignali (University of Pittsburgh). Bm12 *il33^–/–^* mice were generated by backcrossing Bm12 mice 6 times onto a B6 *il33^–/–^* background. *St2^–/–^* mice were generated in BALB/c (91) and backcrossed 10 times onto the B6 background. B6 *St2^fl/fl^* mice were provided by Giorgio Trinchieri (National Cancer Institute, Bethesda, Maryland, USA), crossed to *CD4^Cre^* to generate *CD4^Cre^*x*St2^fl/fl^* mice, and crossed to B6 *R26-cre^ERT2^* to generate B6 *R26-cre^ERT2^*x*St2^fl/fl^*. All mice used were 6 to 10 weeks old at the time of initiation of experimental procedures. All mice were bred and/or maintained in specific pathogen–free animal facilities.

### AlloHCT and GVHD.

Female recipient mice were exposed to lethal TBI (B6: 1100 cGy; BALB/c: 800 cGy; BM12: 900 cGy over 2 doses separated by 3 hours) on d–1 prior to alloHCT. On d0, B6 and BALB/c recipient mice were given 1 × 10^7^ TCD allo BM cells alone or with 2 × 10^6^ CD3-purified splenic allo T cells; Bm12 recipient mice were given 1 × 10^7^ TCD allo BM cells alone or with 1 × 10^5^ CD4-purified splenic allo T cells i.v. Survival and weights were recorded, and clinical score assessment was performed as described (29, 78).

### Animal treatments.

BALB/c mice were treated with PBS or 0.5 μg recombinant mouse IL-33 (BioLegend) i.p. every day for 5d. The first dose was on d3 after alloHCT through d7. For α–IL-12p40 treatments, mice were treated i.p. with 500 μg/mouse/d or IgG as control starting on d–1, the same day as the TBI, and every 3 days after (d2, d5, and d8 for survival studies and d2 and d5 for mechanism studies). For Eα_52–68_ peptide treatments, mice were given an i.p. injection with either 0.1 μg, 1 μg, 10 μg, or 100 μg in PBS on d0. The weight and survival of treated animals were monitored. In survival studies, survival was defined as death or euthanasia after sustained weight loss greater than 30% to 35% of the starting weight.

### Isolation of FRCs, lamina propria lymphocytes, splenocytes, and LN cells.

Lamina propria lymphocytes (LPLs) were isolated from the SI using the MACS Mouse Lamina Propria Dissociation Kit (Miltenyi Biotec) according to the manufacturer’s instructions as described (78). Following LPL isolation, T cells were enriched using a debris removal kit (Miltenyi Biotec) and density gradient centrifugation at 1000*g* before analysis. FRCs were isolated from LN and spleen digests, with spleen preparations enriched for nonhematopoietic stromal cells using negative selection with CD45 microbeads (Miltenyi Biotec). Single-cell homogenates of splenocytes and lymph nodes were generated for flow cytometric assessment by mechanical disruption. Detailed methods for isolation of FRCs are provided in the Supplemental Methods.

### Ex vivo FRC culture and MLR.

FRCs were isolated from the LNs (axillary, brachial, and inguinal) from B6 mice with negative enriched for nonhematopoietic stromal cells using CD45 microbeads and FRCs using CD31 microbeads (Miltenyi Biotec). Purified FRCs were then radiated (3.5 Gy) or left untreated and plated at 4000/well in a 24-well plate. After settling for 24 hours, they were cultured with T cell–depleted, irradiated (3.5 Gy) B6 splenocytes at 2.5 × 10^5^/well and BALB/c *St2^+/+^* or *St2^–/–^* T cells 1 × 10^6^/well for 3 days. Total donor CD4^+^ T cells were determined by flow cytometry.

### Flow cytometry analysis and phosphoflow.

Detailed methods and resource information, including clone numbers and antibody sources, are provided in the Supplemental Methods.

### RNA-Seq and bioinformatics analyses.

B6 CD45.1^+^ (ST2^WT^) and B6 CD45.2^+^ *CD4-Cre*×*R26-LSL-YFP*×*St2^fl/fl^* (ST2*^fl/fl^*) donor splenic CD4^+^ T cells were enriched from CD90.1^+^ B6 or H2-K^d^ BALB/c recipient mice (*n* = 4/group) using negative depletion with Dynabeads (Life Technologies). The cells were stained for CD3, CD4, CD90.1, H2-K^d^ CD45.1, and CD45.2 and sorted for ST2^WT^ and ST2*^fl/fl^* CD4^+^ populations on a FACSAria II, directly into SmartSeq Low-Input RNA Kit lysis buffer for library prep and RNA-Seq. Detailed analysis procedures are provided in the Supplemental Methods. Data were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE197775).

### Immunofluorescent histology.

Optimal cutting temperature compound–embedded (Thermo Fisher Scientific) frozen spleens were sectioned, placed on glass slides, and stained as described (29). Further details are provided in the Supplemental Methods.

### Statistics.

Statistical details of each experiment can be found in the figure legends. Data are presented as mean ± SD, and *n* refers to biological replicates. *P* < 0.05 was considered statistically significant. GraphPad PRISM 9.0c software was used for statistical analyses. Littermate controls were used throughout the study. The Shapiro-Wilk test was employed throughout the study, and samples assessed did not show significant evidence for deviation from normality. Data significance was analyzed using a 2-tailed, unpaired or paired Student’s *t* test in cases where 2 groups were being compared. In cases where more than 2 groups were being compared, 1-way or 2-way ANOVA was used with Šidák’s test to correct for multiple comparisons.

### Study approval.

All procedures completed at the University of Pittsburgh were approved by the Institutional Animal Care and Use Committee of the University of Pittsburgh (protocol 21079668) and complied with the NIH’s *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011). All experiments by the Luther lab were authorized by the Swiss Federal Veterinary Office (VD3196x1).

## Author contributions

GKD, BRB, JPG, ACP, WS, JAV, SAL, and HRT conceptualized and designed the research. GKD, LRM, AL, AGDP, ACP, JAV, and HRT performed the experiments. GKD, LRM, AL, AGDP, ACP, WS, JAV, SAL, and HRT analyzed the data and interpreted the results. GKD, LRM, AL, and HRT prepared the figures. GKD, BRB, JPG, WS, JAV, SAL, and HRT drafted and edited the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
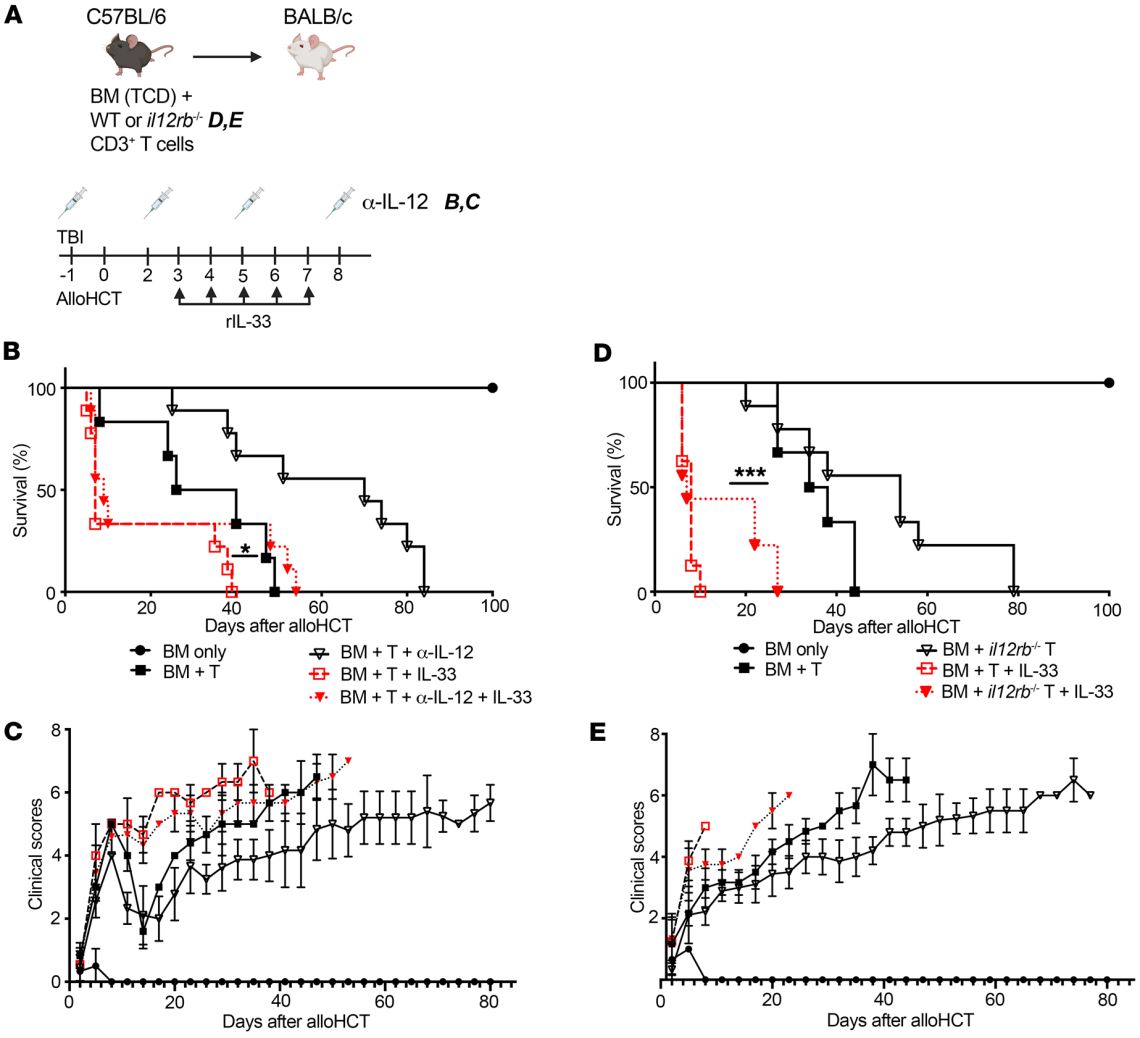
Administration of IL-33 after alloHCT increases the severity of GVHD independent of IL-12. (**A**–**E**) On d–1 before transplant, BALB/c recipient mice received lethal TBI (8 Gy) and cohorts received anti–IL-12p40 (α–IL-12p40) (500 μg/mouse/d) or IgG as control, and this treatment was repeated every 3 days (d2, d5, and d8). On d0, recipients received 1 × 10^7^ WT C57BL/6 (B6) T cell–depleted bone marrow (TCD-BM) alone or with 2 × 10^6^ B6 CD3^+^ T cells (**B**) or 2 × 10^6^ *il12rb2^–/–^* B6 CD3^+^ T cells (**C**) by i.v. injection. Cohorts were treated i.p. with rIL-33 (from d3 to d7 after alloHCT; 0.5 μg/mouse/d) or PBS. (**A**) Model schematic as it relates to IgG or α–IL-12p40 (**B** and **C**) donor T cells (**D** and **E**) and rIL-33 treatments (**B**–**E**). (**B**) Survival graph depicting the influence of rIL-33 with anti–IL-12p40–treated group or (**D**) on *il12rb2^–/–^* CD3^+^ T cells. (**C**) Clinical scores depicting the influence of rIL-33 with α–IL-12p40–treated group or(**E**) on *il12rb2^–/–^* CD3^+^ T cells. Kaplan-Meier survival curve was used for **B** and **D**; **C** and **E** show clinical scores. *n* = 6–9/group. *P < 0.05; ***P < 0.001.

**Figure 2:**
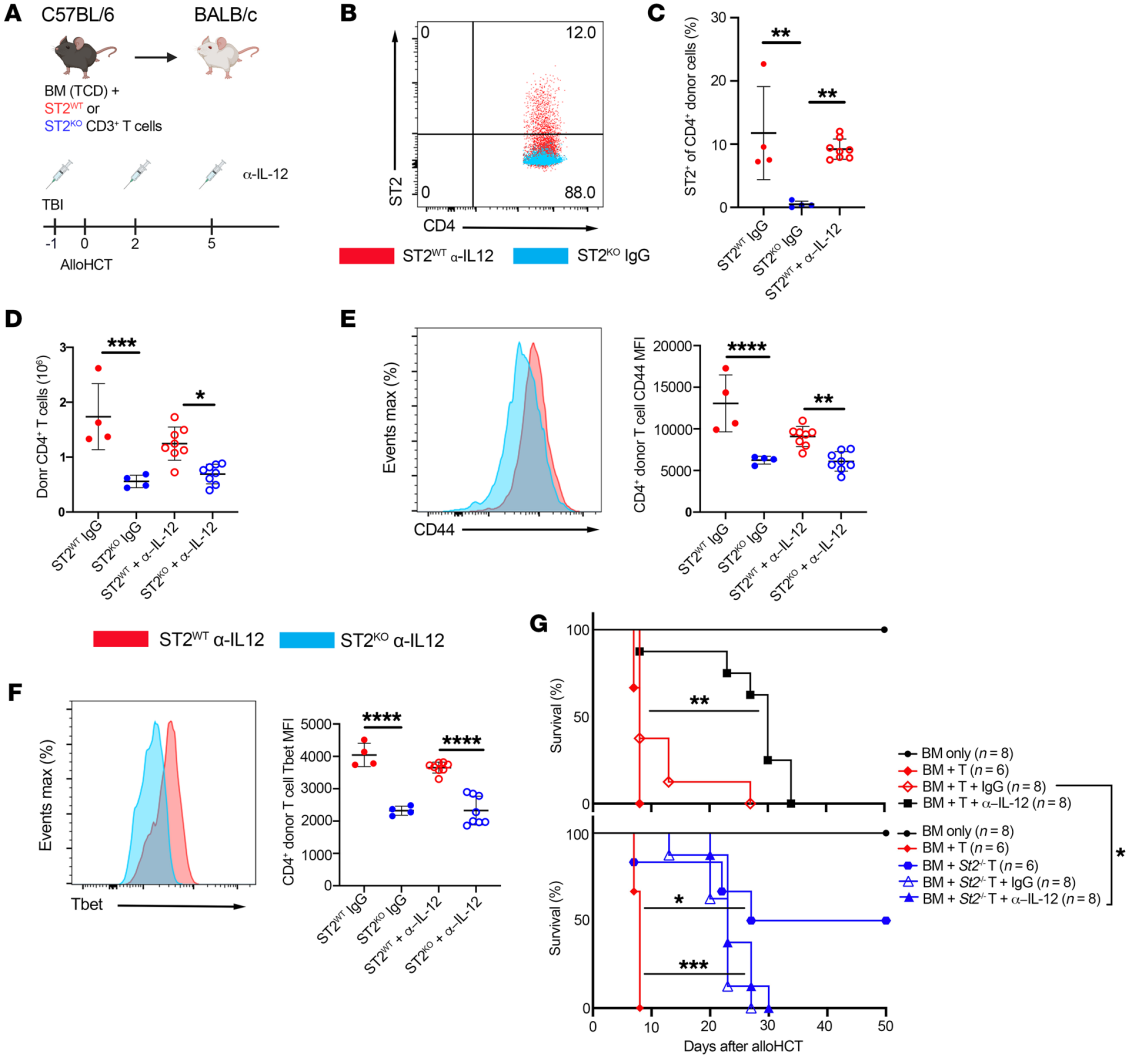
IL-33 stimulation after alloHCT expands ST2^+/+^ CD4^+^ donor T cells and contributes to GVHD lethality independently of IL-12. (**A**–**G**) On d–1, BALB/c recipient mice (**A**–**F**) received α–IL-12p40 or IgG as control (as in Figure 1) and received lethal TBI. On d0, mice received 1 × 10^7^ B6 TCD-BM with 2 × 10^6^ CD90.2^+^ B6 *St2^–/–^* (ST2^KO^) or CD90.1^+^*St2^+/+^* (ST2^WT^) CD3^+^T cells. Total splenocytes were assessed at d7 by flow cytometry. (**A**) Model schematic. (**B**) Representative ST2 expression on donor CD4^+^CD90.1^+^H2-K^d–^ ST2^WT^ (red) and CD4^+^CD90.1^–^H2-K^d–^ ST2^KO^ (blue) cells from recipient’s spleens at d7. (**C**) Frequency of ST2^+^ donor CD90.1^–^ST2^KO^ and CD90.1^+^ST2^WT^ CD4^+^ T cells. (**D**) Donor CD90.1^–^ST2^KO^ and CD90.1^+^ST2^WT^ CD4^+^ T cells counts in recipients that received α–IL-12p40 or IgG. (**E**) Representative CD44 expression on CD90.1^–^ST2^KO^ (blue) and CD90.1^+^ST2^WT^ (red) CD4^+^ T cells and quantification of CD44 MFI. (**F**) Representative Tbet expression on CD90.1^–^ST2^KO^ (blue) and CD90.1^+^ST2^WT^ (red) CD4^+^ T cells and quantification of Tbet MFI. (**G**) Survival graph depicting the influence of donor T cell ST2 deletion alone or with IL-12 neutralization on GVHD lethality. Data in **B**–**F** are represented as mean ± SD. Kaplan-Meier survival curve was used for **G**. *n* = 6–8/group. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, 1-way ANOVA (**C**–**F**).

**Figure 3:**
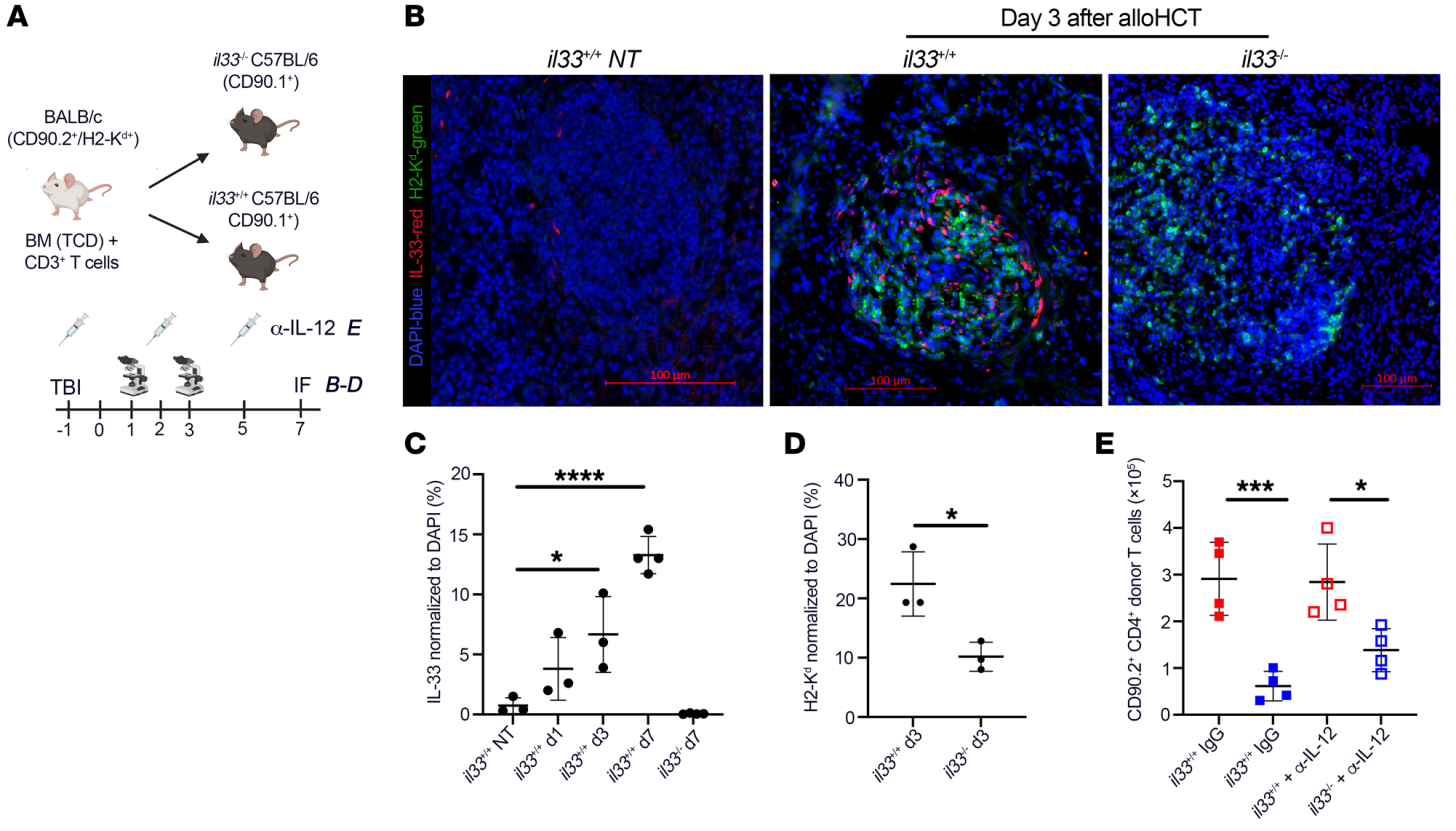
alloHCT conditioning increases recipient IL-33 expression in the spleen and is necessary for donor T cell expansion independently of IL-12. (**A**–**E**) On d–1, CD90.1^+^*il33^–/–^* or CD90.1^+^*il33^+/+^* B6 recipient mice received lethal TBI (11 Gy), and some cohorts received anti–IL-12p40 or IgG as control (as described in Figure 1). On d0, mice received 1 × 10^7^ H2-K^d+^CD90.2^+^ BALB/c TCD-BM with 2 × 10^6^ H2-K^d+^CD90.2^+^ BALB/c CD3^+^T cells. Donor H2-K^d+^ splenocytes were assessed at d1, d3, and d7 by immunofluorescence microscopy and at d7 by flow cytometry. (**A**) Model schematic as it relates to imaging (**B**–**D**) and antibody (IgG or anti–IL-12p40) treatments (**E**). (**B**) Representative spleen image from each cohort on d3. (**C**) Frequency of IL-33^+^ cells in the recipient and naive spleens; 1 complete scanned cross section was analyzed per mouse. (**D**) Frequency of H2-K^d+^ donor T cells in recipient spleens at d3, analyzed from 1 complete scanned cross section per mouse. (**E**) Donor CD90.2^+^CD4^+^ cell counts from the spleen on d7. Data in **B**–**F** are represented as mean ± SD. *n* = 3–4/group. *P < 0.05; ***P < 0.001; ****P < 0.0001, 1-way ANOVA (**B** and **E**); Student’s *t* test (**D**).

**Figure 4:**
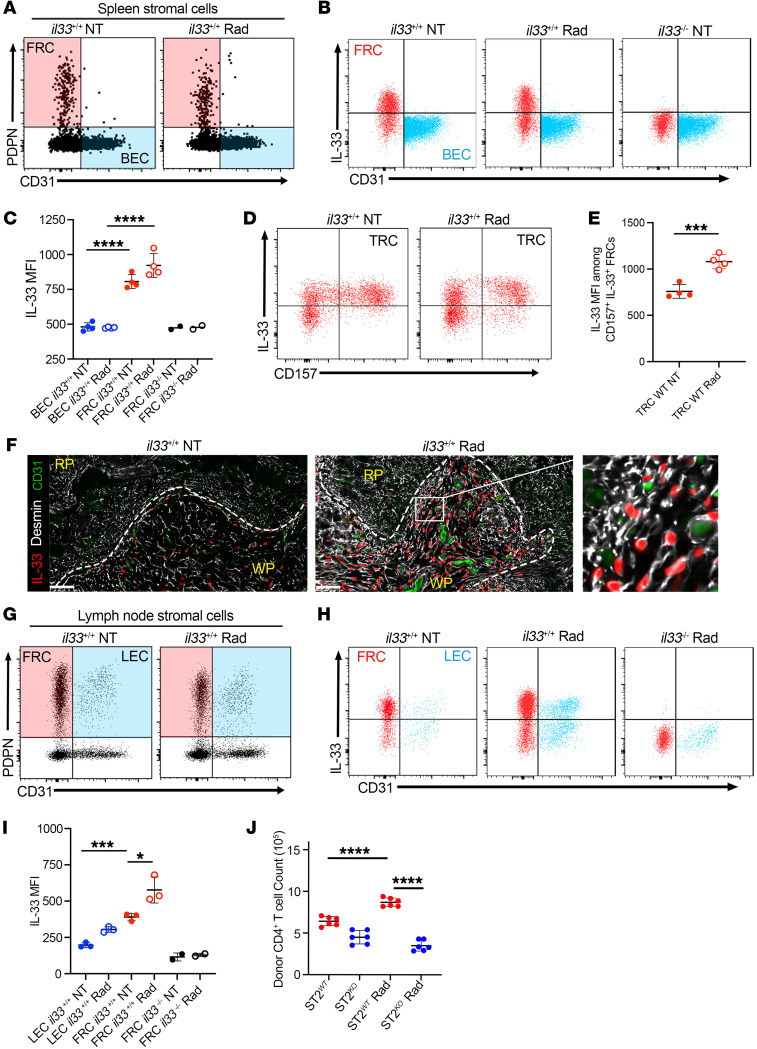
FRCs increase IL-33 after irradiation to stimulate ST2-dependent donor CD4^+^ T cell expansion. (**A**–**I**) WT B6 mice received lethal TBI (11 Gy; Rad [radiation treated]) on d0. On d1, spleen and LN samples were compared with those from nonirradiated WT and *il33^–/–^* B6 mice. (**A**–**E**) Flow cytometric analysis of splenic stromal cell isolates. (**A**) Representative dot plots of live TER119^–^CD45^–^ pregated stromal cells highlighting PDPN^+^CD31^–^FRCs (red) and CD31^+^PDPN^–^ blood endothelial cells (BECs) (blue). (**B**) IL-33 expression by FRCs and BECs. *il33^–/–^* B6 mice served as a negative control. (**C**) MFI for IL-33 in the IL33^+^ gate of BECs and FRCs. (**D**) Representative plots showing IL-33 expression in PDPN^+^FRC subsets using CD157 to identify TRCs. (**E**) IL-33 MFI in the IL33^+^ gate of splenic TRC. (**F**) Spleen staining for IL-33 (red) and fibroblast (desmin; white) and vascular (CD31; green) markers. The magnified region highlights IL-33 within desmin^+^ white pulp FRCs. Dotted lines depict red pulp (RP) and white pulp (WP) borders. Scale bars: 50 μm. (**G**) Representative plots of LN stromal isolates gated as in **A** and highlighting PDPN^+^CD31^–^FRCs (red) versus CD31^+^PDPN^+^ lymphatic endothelial cells (LECs) (blue). (**H**) IL-33 expression in FRCs versus LECs. (**I**) MFI for IL-33 in the IL33^+^ gate of FRCs and LECs. (**J**) Purified B6 LN FRCs were either irradiated (3.5 Gy) or left untreated, and after 24 hours, FRCs were cultured with TCD and irradiated (3.5 Gy) B6 splenocytes and BALB/c *St2^+/+^* or *St2^–/–^* T cells. Flow cytometry was used to quantify CD4^+^ T cells on d3. Data are represented as mean ± SD. *P < 0.05; ***P < 0.001; ****P < 0.0001, 1-way ANOVA. Data are representative of at least 2 experiments.

**Figure 5:**
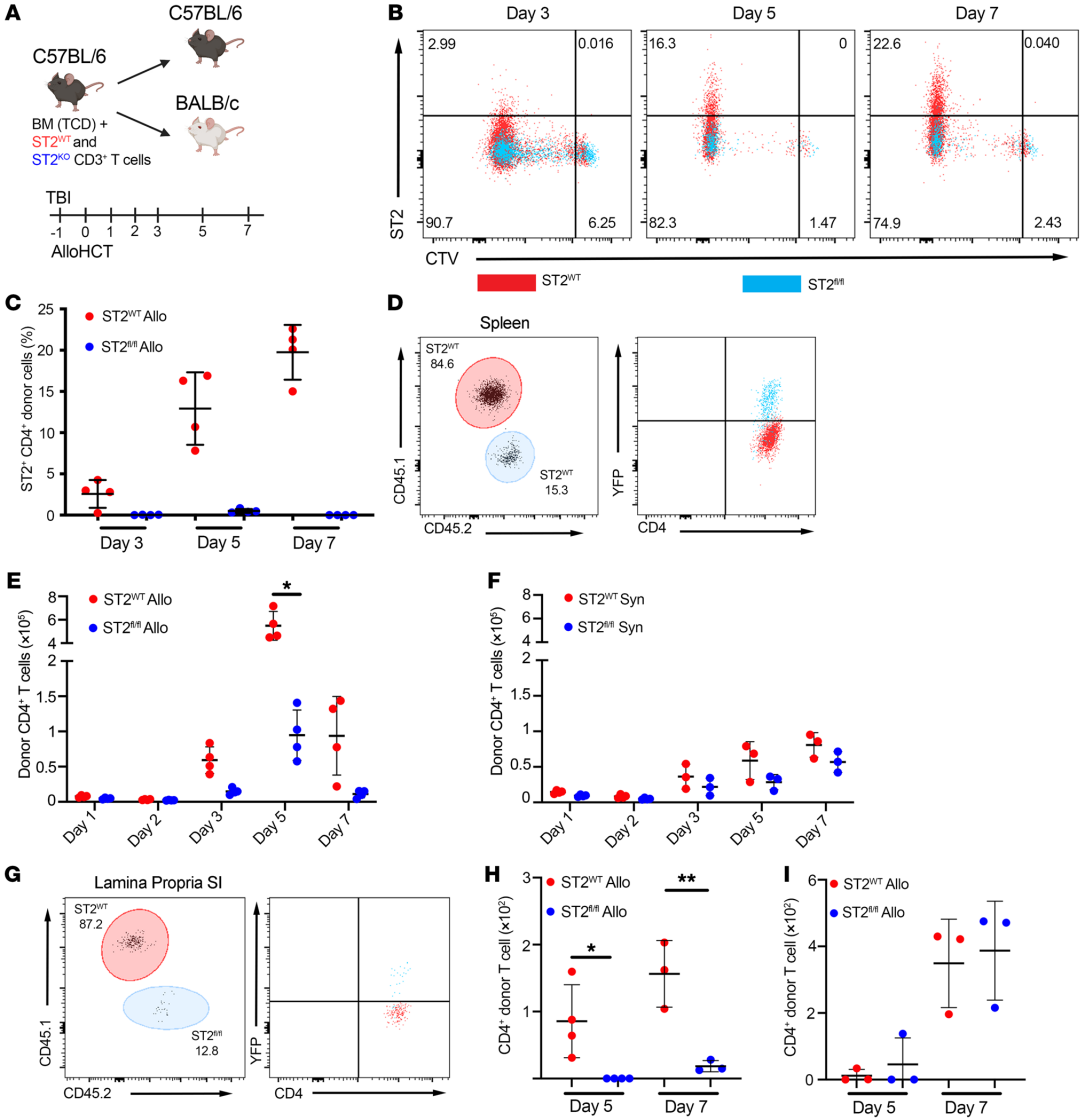
Early donor CD4^+^ T cell expansion is dependent on IL-33. (**A**–**H**) BALB/c (allo) and B6 (syn) recipient mice received lethal TBI (8 Gy or 11 Gy, respectively) on d–1. On d0, the recipient mice received 1 × 10^7^ WT B6 TCD-BM with 1 × 10^6^ CD3^+^ T cells from CD45.2^+^ *CD4-Cre*×*R26-LSL-YFP*×*St2^fl/fl^* (ST2*^fl/fl^*) and 1 × 10^6^ CD3^+^ T cells from *St2^+/+^* CD45.1^+^ (ST2^WT^) B6 mice. T cells were labeled with CTV prior to adoptive transfer. T cells were harvested from the spleen on d1, d2, d3, d5, and d7 after alloHCT and from the SI lamina propria on d5 and d7 and assessed by flow cytometry. (**A**) Model schematic. (**B**) Representative plots of ST2 expression on donor CD4^+^CD45.1^+^H2-K^d–^ ST2^WT^ (red, quadrant frequencies) and CD4^+^CD45.2^+^H2-K^d–^YFP^+^ ST2*^fl/fl^* (blue) cells isolated from the spleen of the same allo recipient. (**C**) Frequency of ST2 on donor CD45.1^+^ or CD45.2^+^CTV^lo^ donor T cells on d3, d5, and d7. (**D**–**F**) Representative plot of CD45.1^+^YFP^–^ and CD45.2^+^YFP^+^ donor CD4^+^ T cells of an allo recipient (**D**) and total ST2^WT^ (red) versus ST2*^fl/fl^* (blue) donor CD4^+^ T cells from the spleen of (**E**) allo or (**F**) syn recipients on the indicated day. (**G**) Representative plot of CD4^+^ donor ST2^WT^ (red) versus ST2*^fl/fl^* (blue) from the SI lamina propria of an allo recipient. (**H**–**I**) total ST2^WT^ (red) versus ST2*^fl/fl^* (blue) donor CD4^+^ T cell counts from the SI (**H**) allo recipients or (**I**) syn recipients. Data in **A**–**I** are represented as mean ± SD. *n* = 3–4/group. Data are representative of 2 independent experiments. *P < 0.05; **P < 0.01, 2-way ANOVA (**C**–**I**).

**Figure 6:**
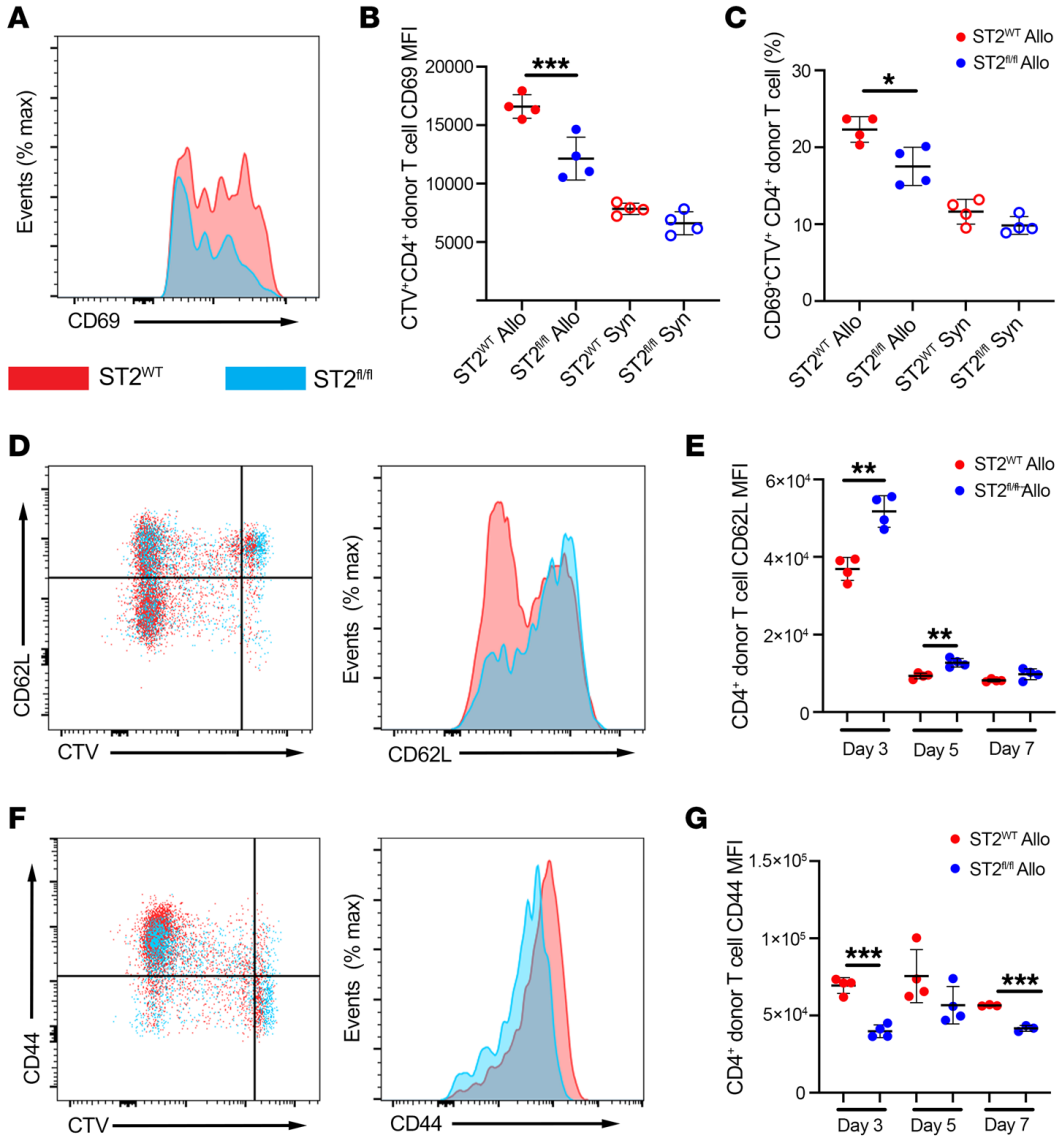
IL-33 stimulation augments early donor CD4^+^ T cell activation. (**A**–**G**) CD3^+^ T cells from CD45.2^+^ *CD4-Cre*×*R26-LSL-YFP*×*St2^fl/fl^* (ST2*^fl/fl^*) B6 (1 × 10^6^) and *St2^+/+^* CD45.1^+^ (ST2^WT^) B6 (1 × 10^6^) mice were labeled with CTV and cotransferred with 1 × 10^7^ WT B6 TCD-BM into lethally irradiated BALB/c and B6 recipients. T cells were isolated from the spleens on d1, d2, d3, d5, and d7 and assessed by flow cytometry. (**A**) Representative CD69 expression on ST2^WT^ (red) CD45.1^+^CTV^+^ or ST2*^fl/fl^* (blue) CD45.2^+^CTV^+^ donor CD4^+^ T cells from the same allo recipient spleen on d1. (**B**) Quantification of CD69 MFI on CD45.1^+^ or CD45.2^+^ CTV^+^ donor CD4^+^ T cells from allo recipient spleens on d1. (**C**) Quantification of frequency of CD45.1^+^ or CD45.2^+^CTV^+^ donor CD69^+^ CD4T cells at d1. (**D**) Representative plot (CTV versus CD62L) and histogram of CD62L expression on ST2^WT^ (red) or ST2*^fl/fl^* (blue) donor CD4^+^ T cells from an allo recipient spleen on d3. (**E**) Quantification of CD62L MFI on d3, d5, and d7. (**F**) Representative plot (CTV versus CD44) and histogram of CD44 expression on ST2^WT^ (red) or ST2*^fl/fl^* (blue) donor CD4^+^ T cells from an allo recipient spleen on d3. (**G**) Quantification of CD44 MFI on d3, d5, and d7. Data shown in **B**–**G** are represented as mean ± SD. *n* = 3–4/group. Data are representative of 2 experiments. *P < 0.05; **P < 0.01; ***P <0.001, 1-way ANOVA (**B** and **C**); 2-way ANOVA (**E** and **G**).

**Figure 7:**
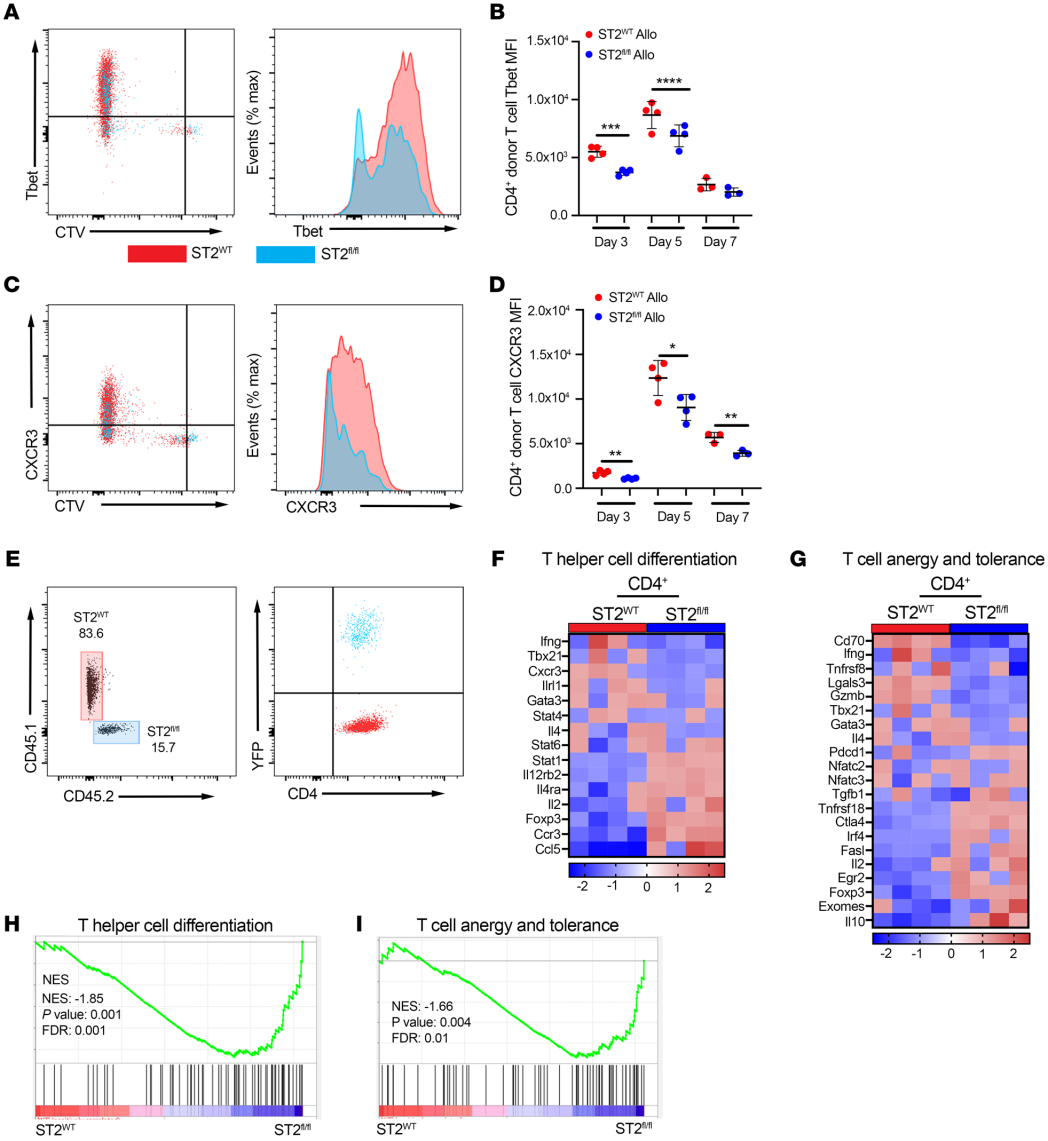
IL-33 stimulation of donor CD4^+^ T cells drives Th1 differentiation while inhibiting regulatory gene expression. (**A**–**D**) CTV-labeled CD3^+^ T cells from CD45.2^+^ *CD4-Cre*×*R26-LSL-YFP*×*St2^fl/fl^* (ST2*^fl/fl^*) B6 (1 × 10^6^) and *St2^+/+^* CD45.1^+^ (ST2^WT^) B6 (1 × 10^6^) mice were cotransferred with 1 × 10^7^ WT B6 TCD-BM into irradiated BALB/c and B6 recipients. Splenocytes were harvested on d1, d2, d3, d5, and d7 for flow analysis. (**A**) Representative plot (CTV versus Tbet) and histogram of Tbet expression on ST2^WT^ (red) or ST2*^fl/fl^* (blue) donor CD4^+^ T cells from the same allo spleen (d5). (**B**) Quantification of Tbet MFI on d3, d5, and d7. (**C**) Representative plot (CTV versus CXCR3) and histogram of CXCR3 expression on ST2^WT^ (red) or ST2*^fl/fl^* (blue) donor CD4^+^ T cells from the same allo spleen (d7). (**D**) Quantification of CXCR3 MFI on d3, d5, and d7. (**E**–**I**) CTV-labeled CD3^+^ T cells from ST2*^fl/fl^* and ST2^WT^ B6 mice were cotransferred into irradiated BALB/c as described in **A**–**D**. CD4^+^ T cells were sorted from the same spleen on d5 for *St2^+/+^* H2-K^d–^CD45.1^+^YFP^–^ (ST2^WT^) and *St2^fl/fl^* H2-K^d–^CD45.2^+^YFP^+^ (ST2*^fl/fl^*) directly into cDNA prep cell lysis buffer. (**E**) Representative sort plot of CD4^+^CD45.1^+^YFP^–^ and CD4^+^CD45.2^+^YFP^+^ donor cells. (**F** and **G**) Heatmaps of T helper cell differentiation and T cell anergy and tolerance-associated genes enriched in ST2^WT^ (red) and ST2*^fl/fl^* (blue) donor CD4^+^ T cells. (**H** and **I**) Leading edge plots of GSEA of ST2^WT^ (red) or ST2*^fl/fl^* (blue) donor CD4^+^ T cells compared with transcriptional profiles of T helper cell differentiation and T cell anergy and tolerance. Data in **A**–**D** are represented as mean ± SD with *n* = 3–4/group. Data are representative of 2 independent experiments. Data in **E**–**I** show *n* = 4/group. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, 2-way ANOVA (**B** and **D**).

**Figure 8:**
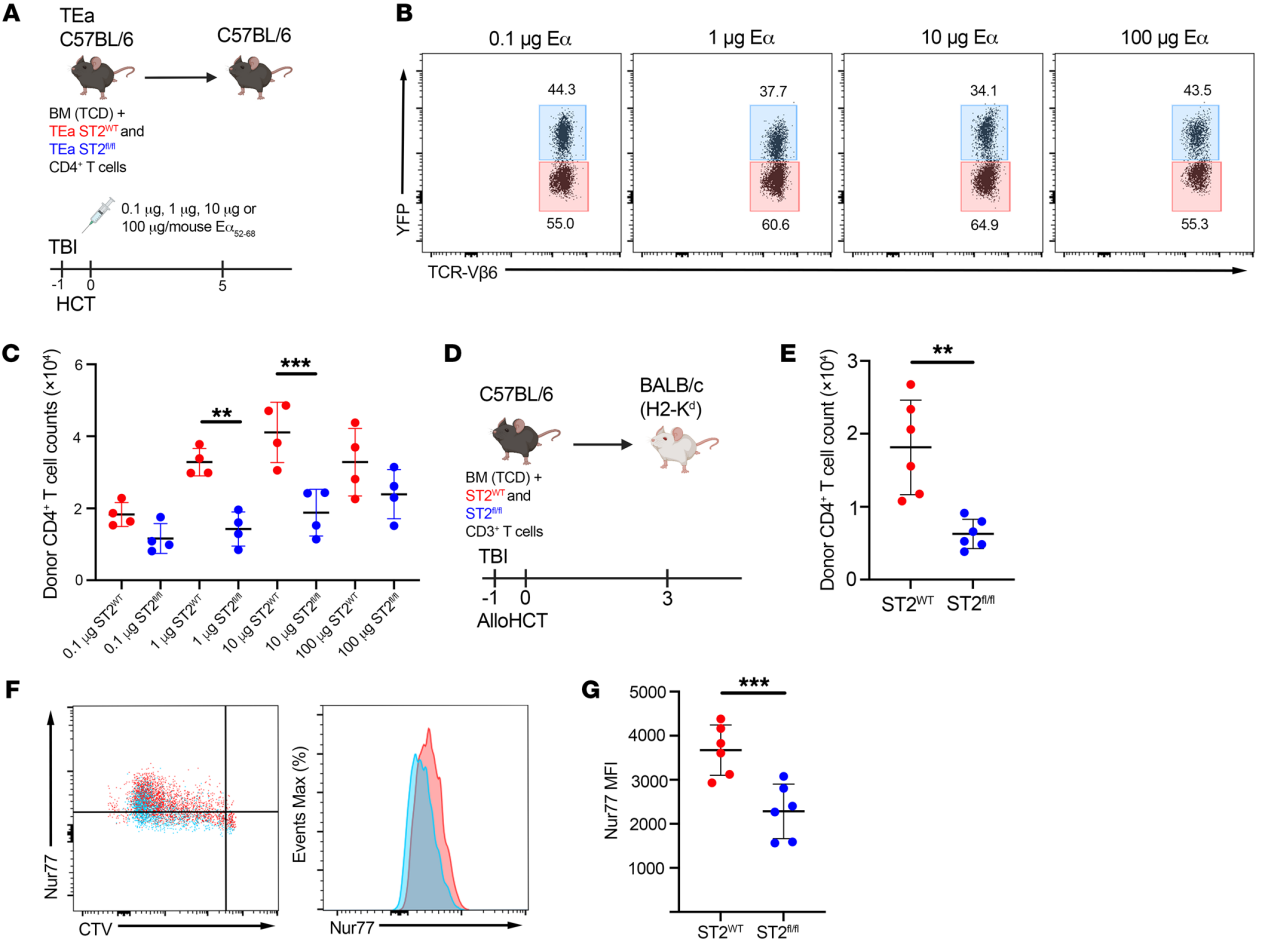
IL-33 boosts TCR signaling to support alloreactive CD4^+^ T cell expansion. (**A**–**C**) B6 mice received lethal TBI (11 Gy) on d–1 and 1 × 10^7^ WT B6 TCD-BM with 1 × 10^6^ *TEa* and 1 × 10^6^ *CD4-Cre*×*R26-LSL-YFP*×*St2^fl/fl^* *TEa* B6 CD4^+^ T cells on d0. They also received the indicated doses of Eα_52–68_ peptide i.p. Splenic T cells were assessed on d5 by flow cytometry. (**A**) Model schematic. (**B**) Representative plots of ST2^WT^ (TCR-Vβ6^+^YFP^–^; red) and ST2*^fl/fl^* *TEa* (TCR-Vβ6^+^YFP^+^; blue) CD4^+^ T cells and (**C**) quantification of their numbers on d5. (**D**–**G**) CTV-labeled CD3^+^ T cells from CD45.2^+^ *CD4-Cre*×*R26-LSL-YFP*×*St2^fl/fl^* B6 (1 × 10^6^) and *St2^+/+^* CD45.1^+^ B6 (1 × 10^6^) mice were cotransferred with 1 × 10^7^ WT B6 TCD-BM into lethally irradiated BALB/c recipients. ST2^WT^ (red) and ST2*^fl/fl^* (blue) CD4^+^ T cells from the same spleen were assessed by flow cytometry on d3. (**D**) Model schematic. (**E**) Comparison of donor ST2^WT^ (red) and ST2*^fl/fl^* (blue) CD4^+^ T cells counts from the same spleen on d3. (**F**) Representative plots and histograms of Nur77 expression. (**G**) Nur77 MFI on d3 from ST2^WT^ (red) and ST2*^fl/fl^* (blue) donor CD4^+^ T cells. Data in **B** and **C** are represented as mean ± SD with *n* = 4/group. Data in **E**–**G** are represented as mean ± SD with *n* = 4–6/group. Data are representative of 2 independent experiments. **P < 0.01; ***P < 0.001, 1-way ANOVA (**C**); paired Student’s *t* test (**E**–**G**).

**Figure 9:**
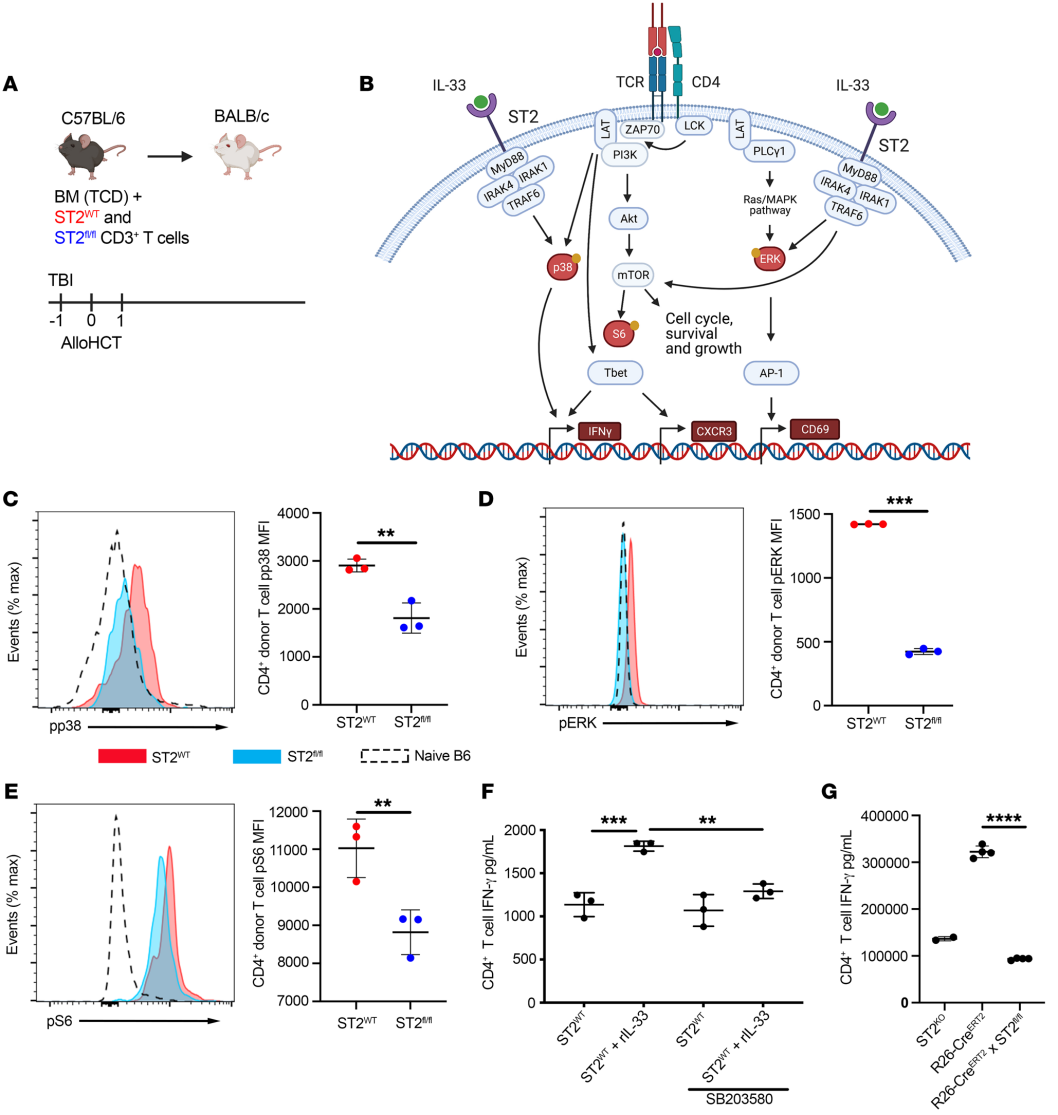
Alloantigen-driven TCR signaling networks are enhanced by IL-33 stimulation. (**A**) Model schematic. (**B**) Diagram of overlapping TCR and ST2-signaling pathways. (**C**–**E**) CTV-labeled CD3^+^ T cells from CD45.2^+^ *CD4-Cre*×*R26-LSL-YFP*×*St2^fl/fl^* B6 (1 × 10^6^) and *St2^+/+^* CD45.1^+^ B6 (1 × 10^6^) mice were cotransferred with 1 × 10^7^ WT B6 TCD-BM into lethally irradiated BALB/c recipients. ST2^WT^ (red) and ST2*^fl/fl^* (blue) CD4^+^ T cells from the same spleen were assessed by flow cytometry on d1. (**C**) Representative histograms of p-p38 and quantification of p-p38 MFI; (**D**) pERK expression and quantification of pERK MFI; (**E**) pS6 expression and quantification of pS6 MFI on d1 from ST2^WT^ (red) and ST2*^fl/fl^* (blue) donor CD4^+^ T cells (**C**–**E**). (**F**) Sorted naive CD4^+^ T cells from *St2^+/+^* B6 were stimulated in vitro with anti-CD3/CD28 beads, IL-12, IL-2, and anti–IL-4 for 4d, followed by a 3-hour rest and 24-hour IL-33 stimulation (or no stimulation) with or without p38 inhibition (SB203580). IFN-γ in supernatants was assessed by ELISA. (**G**) Sorted naive CD4^+^ T cells from *St2^+/+^* B6 were stimulated in vitro with anti-CD3/CD28 beads, IL-12, IL-2, anti–IL-4, IL-33, and TAM for 4 days, and IFN-γ in supernatants was determined by ELISA. Data in **C**–**F** are represented as mean ± SD with *n* = 3–4/group. Data are representative of 2 experiments. Data in **G** show *n* = 2–4/group. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, Student’s *t* test (**C**–**E**); 1-way ANOVA (**F** and **G**).

## Version 1 05/03/2022

In-Press Preview

## Version 2 06/15/2022

Electronic publication

# Supplementary material for: IL-33 acts as a costimulatory signal to generate alloreactive Th1 cells in graft-versus-host disease
**Source:** J Clin Invest. 2022 Jun 15;132(12):e150927. doi: 10.1172/JCI150927
**Supplement:** Supplemental data

Supplemental Methods, Data Figures, and Table for Dwyer et al. “IL-33 acts as a novel costimulatory agent to generate alloreactive Type 1 T helper cells”

Supplemental Material Summary

Supplementary Methods provide a detailed description of flow cytometry, phosphoflow, immunofluorescent histology, general cell isolation procedures, RNA-Seq and bioinformatics analyses, and T cell protein isolation and analysis methods. References in the Supplementary Methods are provided. **Fig. S1** shows the gating strategy for identifying ST2^{WT} and ST2^{KO} donor CD4⁺ T cells and co-transfer ST2^{WT} and ST2^{KO} donor CD4⁺ T cell counts, CD44 and Tbet MFI. **Fig. S2** shows the ST2 expression of syngeneic donor CD4⁺ T cells on d3, 5, and, 7 of lymphopenic-induced expansion. **Fig. S3** shows the characterization of the *CD4-Cre x R26-LSL-YFP x St2^{fl/fl}* (ST2^{fl/fl}) mouse and CD69 protein expression in IL-33 stimulated CD4⁺ T cells *in vitro*. **Fig. S4** shows the GSEA enriched in the ST2^{WT} CD4⁺ T cells for mitochondrial activation and Myc targets and the serum levels of IFN γ and IL-10 in *il33*^{-/-} recipients compared to the *il33*^{+/+} recipients day 7 post-alloHCT. **Fig. S5** demonstrates the gating strategy for identifying Nur77⁺ donor CD4⁺ T cells and shows augmentation of early response gene, Nur77, in the Bm12 GVHD model on d3 as well as improved survival and clinical scores of Bm12 *il33*^{-/-} compared to Bm12 WT mice. **Fig. S6** shows the gating strategy to identify ST2^{WT} and ST2^{fl/fl} donor CD4⁺ T cells on day 1 post-alloHCT for phosphoflow analysis. **Table S1** lists gene signatures used in RNAseq analysis.

Flow cytometry analysis

Isolated cells were stained using the following antibodies to indicated molecules (Clone #): BD Bioscience: CD45.1 (A20), CD4 (RM4-5), CD44 (IM7), Tbet (O4-46), Gata3 (L50-823), Ror γ t (Q31-378), Foxp3 (MF23), ST2 (U29-93), CD90.1 (OX-7), H2-K^d (SF1-1.1.1) and V β 6 (RR4-7); BioLegend: CD25 (PC61), Ki67 (16A8), GFP (FM264G), CXCR3 (CXCR3-173), CD62L (MEL-14), CD69 (H1.2F3), CD8 (53-6.7), CD3 ϵ (17A2), and CD45.2 (104). For stromal cell analysis: Biolegend: CD31 (390), TER-119 (TER-119), Podoplanin (8.1.1), CD45 (30-F11); Generated In house: CD157 (BP3.4); R&D: IL-33 (AF3626). Data were acquired using an LSR Fortessa (BD Biosciences) or Aurora (Cytek Biosciences) and analyzed using FlowJo (Tree Star, Ashland, OR). Intracellular staining was carried out using Foxp3/Transcription Factor staining buffer set (eBioscience; San Diego, CA). Live/dead exclusion was completed using E506 Viability Dye (Invitrogen) or Zombie Aqua fixable viability kit (Biolegend).

Phosphoflow

Pan T cells from CD45.2⁺ *CD4-CrexR26-LSL-YFPxSt2^{fl/fl}* B6 (1x10⁶) and *St2^{+/+}* CD45.1⁺ B6 (1x10⁶) mice were labeled with CTV and adoptively transferred with 1x10⁷ WT B6 TCD-BM into lethally irradiated BALB/c recipients. On d1 single-cell splenocytes suspensions were prepared. For surface and intracellular staining, cells were fixed and permeabilized in saponin-based Perm/Wash buffer (Cat#: 554732, BD Biosciences) supplemented with 1.5% paraformaldehyde (PFA) and blocked with Fc receptor antibody (CD16/32, 93; BioLegend) prior to staining with surface antibodies (listed above) and fluorochrome-conjugated phospho-antibodies (BioLegend): phospho-p38 MAPK (Thr180/Tyr182; A16016A), phospho-S6 (S235/236, A17020B), or phospho-Erk1/2 (T202/Y204, 4B11B69).

Immunofluorescent histology

Optimal cutting temperature compound-embedded (Thermo Fisher Scientific) frozen spleens were sectioned (6 µm), placed on glass slides, and stained for H2-K^d (eBioscience, 34-1-2S), Desmin (Invitrogen, PA5-16705), CD31 (In house generated, GC-51), and IL-33 (R&D Systems, AF3626), and then fluorochrome-conjugated and species-specific secondary antibodies as described (1). Primary antibodies were followed by secondary antibodies conjugated to Alexa Fluor 555 (Donkey anti-Goat IgG, Invitrogen, A21432), Alexa Fluor 488 (Donkey anti-Rat IgG, Invitrogen, A-21208), Alexa Fluor 647 (Donkey anti-rabbit IgG, Invitrogen, A31573), Cyanine Cy3 (Donkey anti-goat IgG, Jackson ImmunoResearch Labs, Inc., 705-165-147), and Alexa Fluor 647-conjugated Streptavidin (Jackson ImmunoResearch Labs, Inc., 016-60-084). Nuclei were stained with 4',6-diamidino-2-phenylindole (DAPI; Sigma). Sections were visualized following whole slide image capture using a Zeiss Axio Scan.Z1 scanner, on the 40x objective, utilizing a 16-bit color sCMOS camera (Hamamatsu Photonics), and HXP-120V metal halide excitation source or monochrome camera, and appropriate filters, or Hamamatsu NanoZoomer S60 on the 40x objective, utilizing a 8-bit color CMOS camera (Hamamatsu Photonics). Images were acquired and processed using ZEN Blue 3.1 software or NDP-view2 software. Image analysis was done with Image J (Fiji). All czi file from ZEN Blue 3.1 were exported from ZEN Blue 3.1 as tiffs.

Isolation of fibroblast reticular cells (FRCs)

Splenic stromal cells were isolated based on the protocol from Alexandre et al. (2). Briefly, spleens were recovered and perfused with 1 ml RPMI 1640 containing 2% FBS, Collagenase D (2 mg/ml) DNase I (0.1 mg/ml) and Dispase II (0.8 mg/ml). Then spleens were incubated for 35 minutes (min) at 37°C in a water bath with a change of digestion media after 25 min. Spleens were mixed

thoroughly to obtain a single-cell suspension. Red blood cells were lysed and recovered cells washed with FACS buffer (1x phosphate-buffered saline, 2% bovine serum albumin, and 5 mM EDTA). To enrich splenic stromal cells, recovered cells were depleted of CD45⁺ cells using CD45 microbeads and LS columns (Miltenyi Biotec), and then washed and stained for FACS analysis. Lymph node stromal cells were recovered from axillary, brachial, and inguinal LN. Lymph nodes were cut into small pieces and incubated in RPMI 1640 containing Collagenase P (0.2 mg/ml), DNase I (0.01mg/ml) and Dispase II (0.8 mg/ml) for 30 min at 37°C in water bath with a change of digestion media after 20 min. Cell suspensions were mixed thoroughly, then washed in FACS buffer and stained for FACS analysis.

RNA-Seq and bioinformatics analyses.

Libraries were prepared from isolated RNA using Nextera XT DNA library prep kits, and RNA sequencing was performed on Illumina NextSeq500 by the Health Sciences Sequencing Core at the University of Pittsburgh. Raw sequencing data were processed using CLC Genomics Workbench 20.0.3 (QIAGEN Inc., <https://digitalinsights.qiagen.com>) for quality control and aligned to the *Mus musculus* genome version GRCm38.p6. Reads assigned to each gene underwent TMM normalization and differential expression analysis was performed using *edgeR* within CLC Genomics to compare ST2^{WT} versus ST2^{fl/fl} donor T cells. 

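On d5, 53 genes differed between the donor CD4+ T cell populations at the study's limits, 25 higher and 28 lower in ST2 WT cells, of 10238 tested with limma on TPM. The largest difference was in *Ctse*, which encodes the aspartic protease cathepsin E and lies on chromosome 1 from 131638306 to 131675505 of GRCm38. It was 237 ± 19.6 TPM (SD, n = 4) in ST2 WT cells and 5.47 ± 0.208 TPM (SD, n = 4) in ST2* fl/fl* cells (log2 fold change 5.20, SE 0.09, adjusted p = 1.50e-10 from limma). *Klrc1*, which encodes the inhibitory lectin receptor NKG2A, lies on chromosome 6 from 129666015 to 129678973 and was 138 ± 13.6 TPM against 33.6 ± 3.99 TPM (log2 fold change 2.01, SE 0.11, adjusted p = 7.30e-06 from limma). *Irak3*, a brake on signals from the IL-1 receptor and Toll-like receptor family to which ST2 belongs, lies on chromosome 10 from 120141648 to 120202130 and was 8.73 ± 1.48 TPM against 1.73 ± 0.499 TPM (log2 fold change 1.84, SE 0.17, adjusted p = 4.63e-04). Among genes past the threshold with a mean of at least 5 TPM and the same direction in 4 of 4 recipients, the other largest increases were in *Ly6k*, *Gt(ROSA)26Sor*, *Slpi*, a protease inhibitor, *Csrp1*, *Cd70*, *Ide*, which encodes insulin-degrading enzyme, *Clec2i*, *Tmem37* and *Cdk5rap1*. Among genes lower in ST2 WT cells, *BC064078*, a pseudogene on chromosome 6 from 128992952 to 129008040, was 2.65 ± 0.179 TPM against 28.0 ± 3.27 TPM (log2 fold change -2.98, SE 0.11, adjusted p = 2.47e-07 from limma). *Lilr4b*, an inhibitory immunoglobulin-like receptor, was 149 ± 7.23 TPM against 298 ± 19.7 TPM (adjusted p = 1.19e-04), and its neighbor *Lilrb4a* 183 ± 30.1 TPM against 344 ± 19.0 TPM (adjusted p = 0.00368). *Ccl4*, *Gm15987*, *Ccl5*, *2010001A14Rik*, *Gzmk*, *Gm4070*, *Itpr2*, *Gbp6*, a guanylate-binding protein induced by interferon, and *H2-Q6*, a nonclassical MHC class I gene, had the other largest decreases by the same limits. *Lilr4b*, *Lilrb4a*, *Gbp6*, *Gm4070* and *H2-Q6* have close paralogs that could share reads, so their levels are uncertain. *Klrc1*, *Clec2i*, *Gm15987* and *BC064078* lie within 20 Mb of *Gt(ROSA)26Sor*, and *Ctse*, *Csrp1* and *Tmem37* within 20 Mb of *Ptprc*.

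Of these 24 genes, 17 kept their call without any 1 library. The calls of *Cd70* and *Ccl5* were lost without 5 libraries each. That of *Slpi* was lost without the ST2 WT library of recipient 1, 3 or 4 or the ST2* fl/fl* library of recipient 1 or 3 (adjusted p from 0.0795 to 0.128), of *Csrp1* without the ST2 WT library of recipient 1, 3 or 4 or the ST2* fl/fl* library of recipient 1, 2, 3 or 4 (adjusted p from 0.0569 to 0.148) and of *Cdk5rap1* without the ST2 WT library of recipient 1, 3 or 4 or the ST2* fl/fl* library of recipient 1, 3 or 4 (adjusted p from 0.0677 to 0.103). That of *Gm4070* was lost without the ST2 WT library of recipient 1 or 4 or the ST2* fl/fl* library of recipient 1, 2, 3 or 4 (adjusted p from 0.0632 to 0.120) and of *Itpr2* without the ST2* fl/fl* library of recipient 1 (adjusted p = 0.0545). Of the 53 genes, 22 kept their call without any 1 library. The number past the threshold rose to 95 with the recipient as a block. It was 35, 104, 32 and 32 without the ST2 WT library of recipient 1, 2, 3 or 4, and 23, 41, 31 and 32 without the ST2* fl/fl* library of the same recipients.

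**Figure D4:**
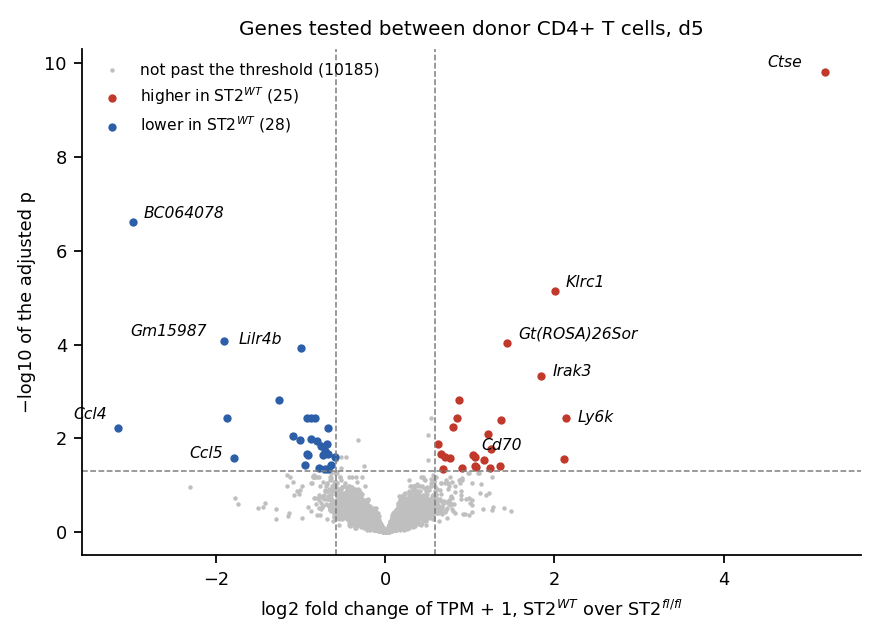
Adjusted p from limma (vertical axis, −log10 scale) against the log2 fold change of TPM + 1 of ST2 WT over ST2* fl/fl* donor CD4+ T cells for the 10238 genes tested. Dashed lines mark the adjusted p of 0.05 and the 1.5-fold change, with 25 genes higher in ST2 WT cells in red and 28 lower in blue.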

The top differentially expressed genes were filtered by adjusted p-value $q < 0.05$ and fold-change greater than 1.5 for subsequent downstream pathway analysis. The relative expression shown in heatmaps was calculated as the fragments per kilobase exon per million mapped reads value for each sample divided by the mean expression of that gene in all samples per each experiment. GSEA from the Broad Institute (<http://www.broad.mit.edu/gsea>) was used to calculate the enrichment of genes in each set.

Protein isolation and analysis methods.

CD4⁺ T cells were enriched from St2^{+/+} B6 mice using negative depletion with a Naïve CD4⁺ T cell isolation kit (Miltenyi) and were stimulated *in vitro* with anti-CD3/CD28 plate-bound antibodies with or without rIL-33 (5ng/ml) co-stimulation. T cells were lysed through heating in strong sodium deoxycholate detergent buffer as described (3). Following sonication to homogenize samples and shear the DNA, the crude protein extracts were enzymatically digested with Lys-C and trypsin, followed by peptide micro-purification on styrene divinylbenzene-reversed phase sulfonate StageTips to remove detergent and salts. Eluted peptides were analyzed using an UltiMate 3000 RSLC nanoflow chromatography system (Thermo Fisher Scientific) coupled to a

Q-Exactive HFX mass spectrometer (Thermo Scientific), by separation of the peptides using a 120min gradient of acetonitrile-containing mobile phase, on a 50 cm analytical C-18 column, in-house packed with 2µm porous silica beads. Online mass spectrometry analysis was performed in data-dependent acquisition mode. Raw MS files were processed with MaxQuant for protein identification through database search, and protein relative quantification by analysis of peptides MS signal intensity.

In vitro Th1 skewing and ELISA assays

CD4⁺ T cells were enriched from *St2^{+/+}* B6 mice using negative depletion with Dynabeads (Life Technologies). 3 hours prior to plating, plates were incubated with anti-CD3 and anti-CD28 (5µg/ml). T cells were Th1 skewed with rIL-12, rIL-2 and anti-IL-4 for 4 days, followed by a 3hr rest and 24hr rIL-33 (1ng/ml) stimulation (or no stim) with or without p38 inhibitions. The p38 MAPK inhibitor SB203580 (Tocris/Bio-Techne; Minneapolis, MN) was used at 5µM. At the end of culture, supernatants were snap frozen and stored at –80°C until use. Samples were batch thawed and diluted at no less than 1:10. Samples were run in triplicate and levels of IFN γ were measured by ELISA per manufacturer (R+D Systems) specification. Serum assessments for IL-10 and IFN γ were completed using ELISA per manufacture (R+D Systems) specifications.

Relevant References:

1. Reichenbach DK, Schwarze V, Matta BM, Tkachev V, Lieberknecht E, Liu Q, et al. The IL-33/ST2 axis augments effector T-cell responses during acute GVHD. *Blood*. 2015;125(20):3183-92.
2. Alexandre YO, Schienstock D, Lee HJ, Gandolfo LC, Williams CG, Devi S, et al. A diverse fibroblastic stromal cell landscape in the spleen directs tissue homeostasis and immunity. *Sci Immunol*. 2022;7(67):eabj0641.
3. Kulak NA, Pichler G, Paron I, Nagaraj N, and Mann M. Minimal, encapsulated proteomic-sample processing applied to copy-number estimation in eukaryotic cells. *Nat Methods*. 2014;11(3):319-24.

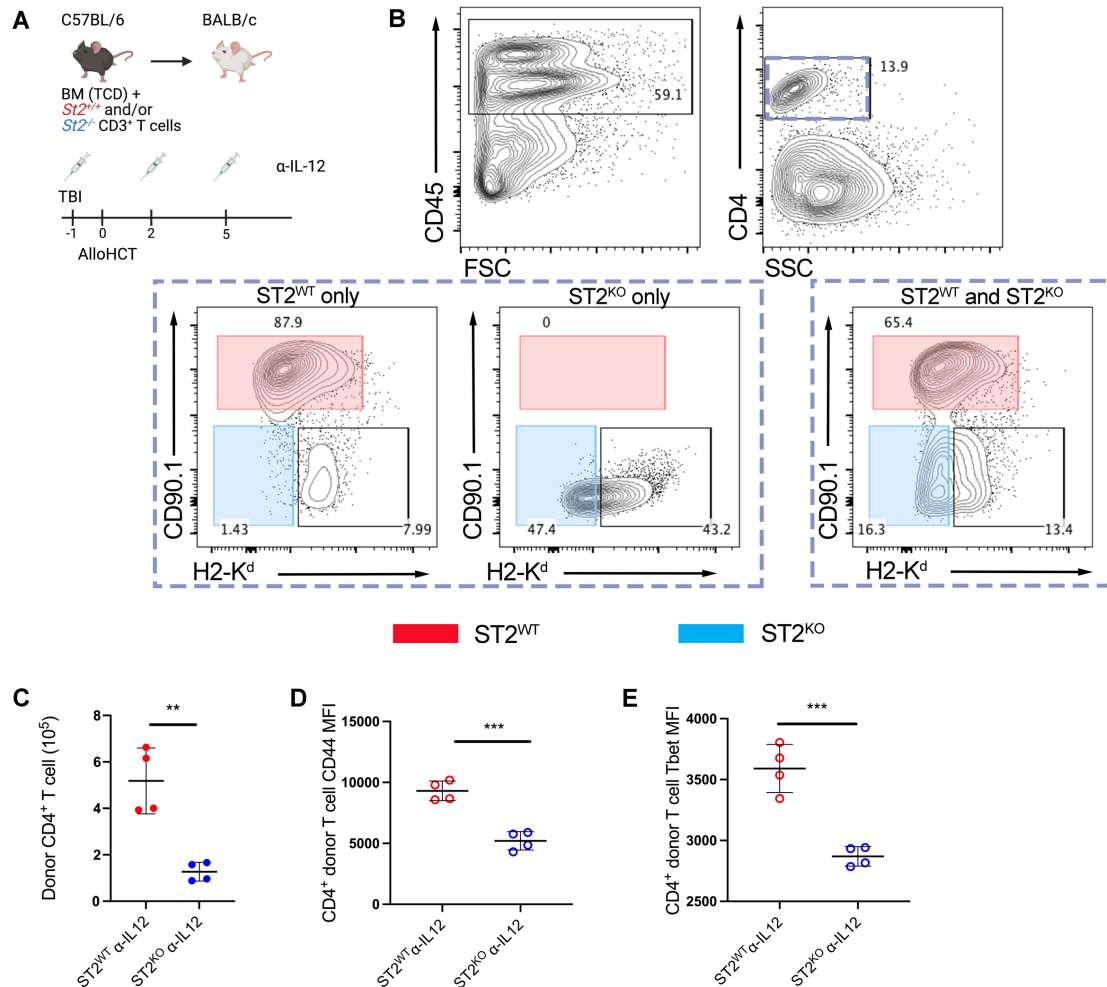

Supplemental Figure 1. $St2^{-/-}$ donor CD4⁺ T cells fail to expand at the same rates as $St2^{+/+}$ donor CD4⁺ T cells in response to alloantigen in the absence of IL-12 signaling. A-C, On d-1 BALB/c recipient mice received anti(α)-IL-12p40 or IgG as control and received lethal TBI. On d0, mice received 1×10^7 B6 TCD-BM with a combination of CD90.1⁻ $St2^{-/-}$ (ST2^{KO}) (1×10^6) and CD90.1⁺ $St2^{+/+}$ (ST2^{WT}) (1×10^6) CD3⁺ T cells. Donor CD4⁺ T cells from the same spleen were compared at d7 by flow cytometry. **A**, Schematic of B6 to BALB/c GVHD model as it relates to antibody (IgG or α -IL-12p40) treatments. **B**, Representative flow plot gating to identify CD4⁺CD90.1⁺H2-K^d ST2^{WT} (red) and CD4⁺CD90.1⁺H2-K^d ST2^{KO} (blue) donor CD4⁺ T cells in the same spleen (co-transfer) or separate spleens. **C**, Co-transferred donor CD4⁺CD90.1⁺ ST2^{WT} and CD4⁺CD90.1⁺H2-K^d ST2^{KO} cell counts in recipients that received α -IL-12p40. **D**, MFI of CD44 on co-transferred donor ST2^{WT} and ST2^{KO} CD4⁺ T cells from the same recipient spleen. **E**, MFI of Tbet on co-transferred donor ST2^{WT} and ST2^{KO} CD4⁺ T cells from the same recipient spleen. Data in **B-E** indicate mean $\pm$ SD, $n=4$ /group. *, $P<0.05$, **, $P<0.01$, ***, $P<0.001$, Student's t test (**C-E**).

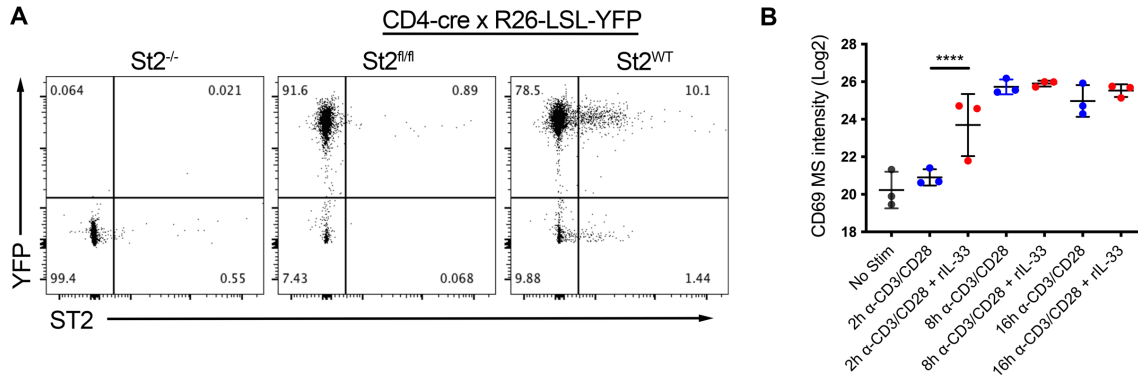

Supplemental Figure 2. CD4⁺ T cells from *CD4-Cre x R26-LSL-YFP x St2^{fl/fl}* mice do not express ST2 and IL-33 induces early activation marker protein expression. **A, B6 *St2^{-/-}*, *CD4-Cre x R26-LSL-YFP x St2^{fl/fl}*, and *CD4-Cre x R26-LSL-YFP* mice were treated with 0.5 ug IL-33 for 10 days to expand the CD4⁺ST2⁺ population. On day 11 splenocytes were harvested and assessed by flow cytometry. Plots are representative of two mice per group, gated on CD4⁺CD25⁺CD44⁺ T cells. **B**, Mass spectrometry analysis of CD69 protein expression in naïve CD4⁺ T cells following activation with anti-CD3/CD28 plate-bound antibodies with or without rIL-33 co-stimulation. Data in **A** *n*=2/group. Data in **B** indicate mean+/-SD, *n*=3/group. ****, *P*<0.0001, one-way ANOVA (**B**).**

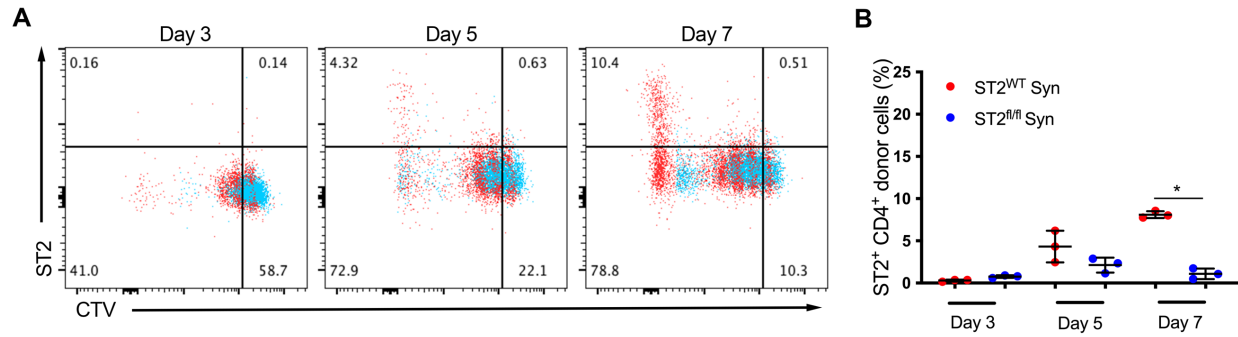

Supplemental Figure 3. Upregulation of ST2 by proliferating syngeneic CD4⁺ T cells. B6 (syngeneic; syn) recipient mice received lethal TBI (11Gy) on d-1. On d0 B6 recipient mice received 1×10^7 WT B6 TCD-BM with 1×10^6 CD3⁺ T cells from CD45.2⁺ CD4-Cre x R26-LSL-YFP x St2^{fl/fl} (ST2^{fl/fl}) and 1×10^6 CD3⁺ T cells from St2^{+/+} CD45.1⁺ (ST2^{WT}) B6 mice. T cells were labeled with CTV prior to adoptive transfer. T cells were harvested from the spleen on d1, 2, 3, 5, and 7 post-adoptive transfer **A**, Representative flow plots of ST2 expression on donor CD4⁺CD45.1⁺H2-K^d ST2^{WT} (red, quadrant frequencies) and CD4⁺CD45.2⁺H2-K^d-YFP⁺ ST2^{fl/fl} (blue) cells from isolated from the spleen of the same syn recipient. **B**, Frequency of ST2 on donor CD45.1⁺ or CD45.2⁺ CTV^{lo} donor T cells on d3, 5, and 7. *, P<0.05, two-way ANOVA.

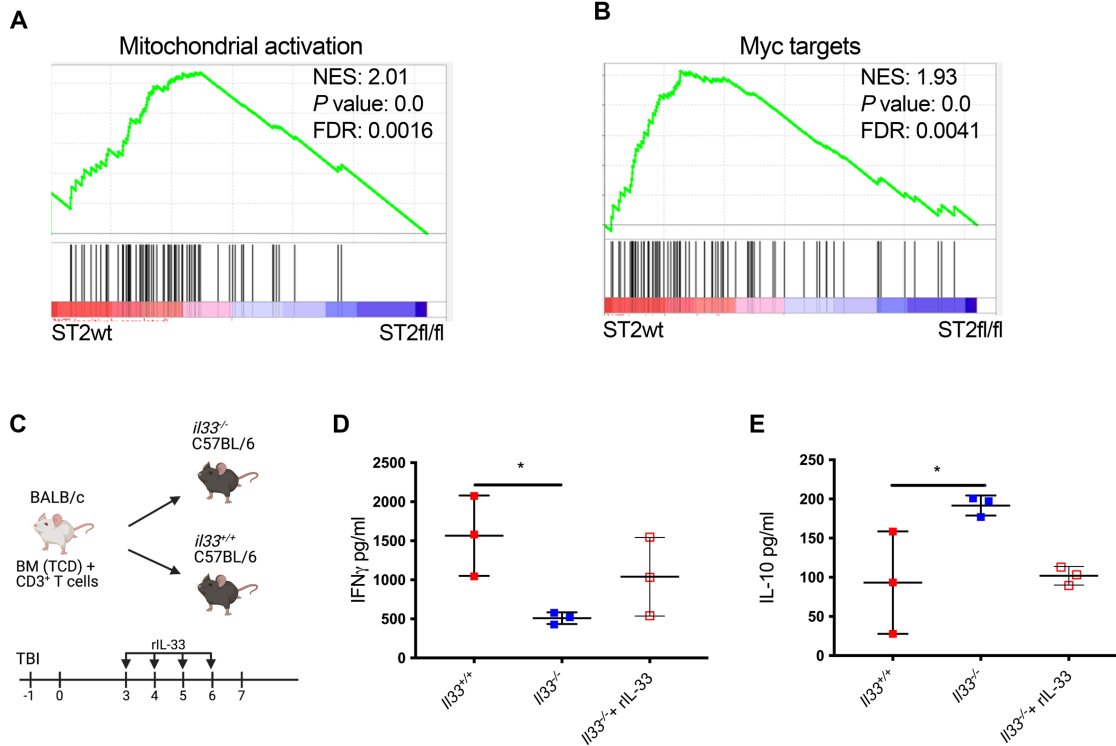

Supplemental Figure 4. Recipient IL-33 drives T cell metabolism and cell cycle gene expression and suppresses regulatory cytokine production. **A,B**, Leading edge plots of GSEA of ST2^{WT} (red) or ST2^{fl/fl} (blue) donor CD4⁺ T cells from an allogeneic recipient RNA-seq (described in Fig 6 E-I) compared with transcriptional profiles of Mitochondrial activation and Myc targets. **C-E**, On d-1 CD90.1⁺ *il33*^{-/-} or CD90.1⁺ *il33*^{+/+} B6 recipient mice received lethal TBI. On d0, mice received 1x10⁷ CD90.2⁺ BALB/c TCD-BM with 2x10⁶ CD90.2⁺ BALB/c CD3⁺ T cells. Mice were treated with rIL-33 (from d +3 to +6 after HCT; 0.5 μ g/mouse/d) or phosphate-buffered saline (PBS) as control. **C**, Schematic of BALB/c to B6 GVHD model as it relates to rIL-33 treatments. **D**, Donor serum was collected on d7 and assessed for systemic IFN γ by Luminex array. **E**, Donor serum was assessed for systemic IL-10 by Luminex array. FDR, false discovery rate. NES, normalized enrichment score. Data in **A,B**, indicate mean $\pm$ -SD, $n=4$ /group. Data in **D,E**, indicate mean $\pm$ -SD, $n=3$ /group. *, $P<0.05$, one-way ANOVA (**D,E**).

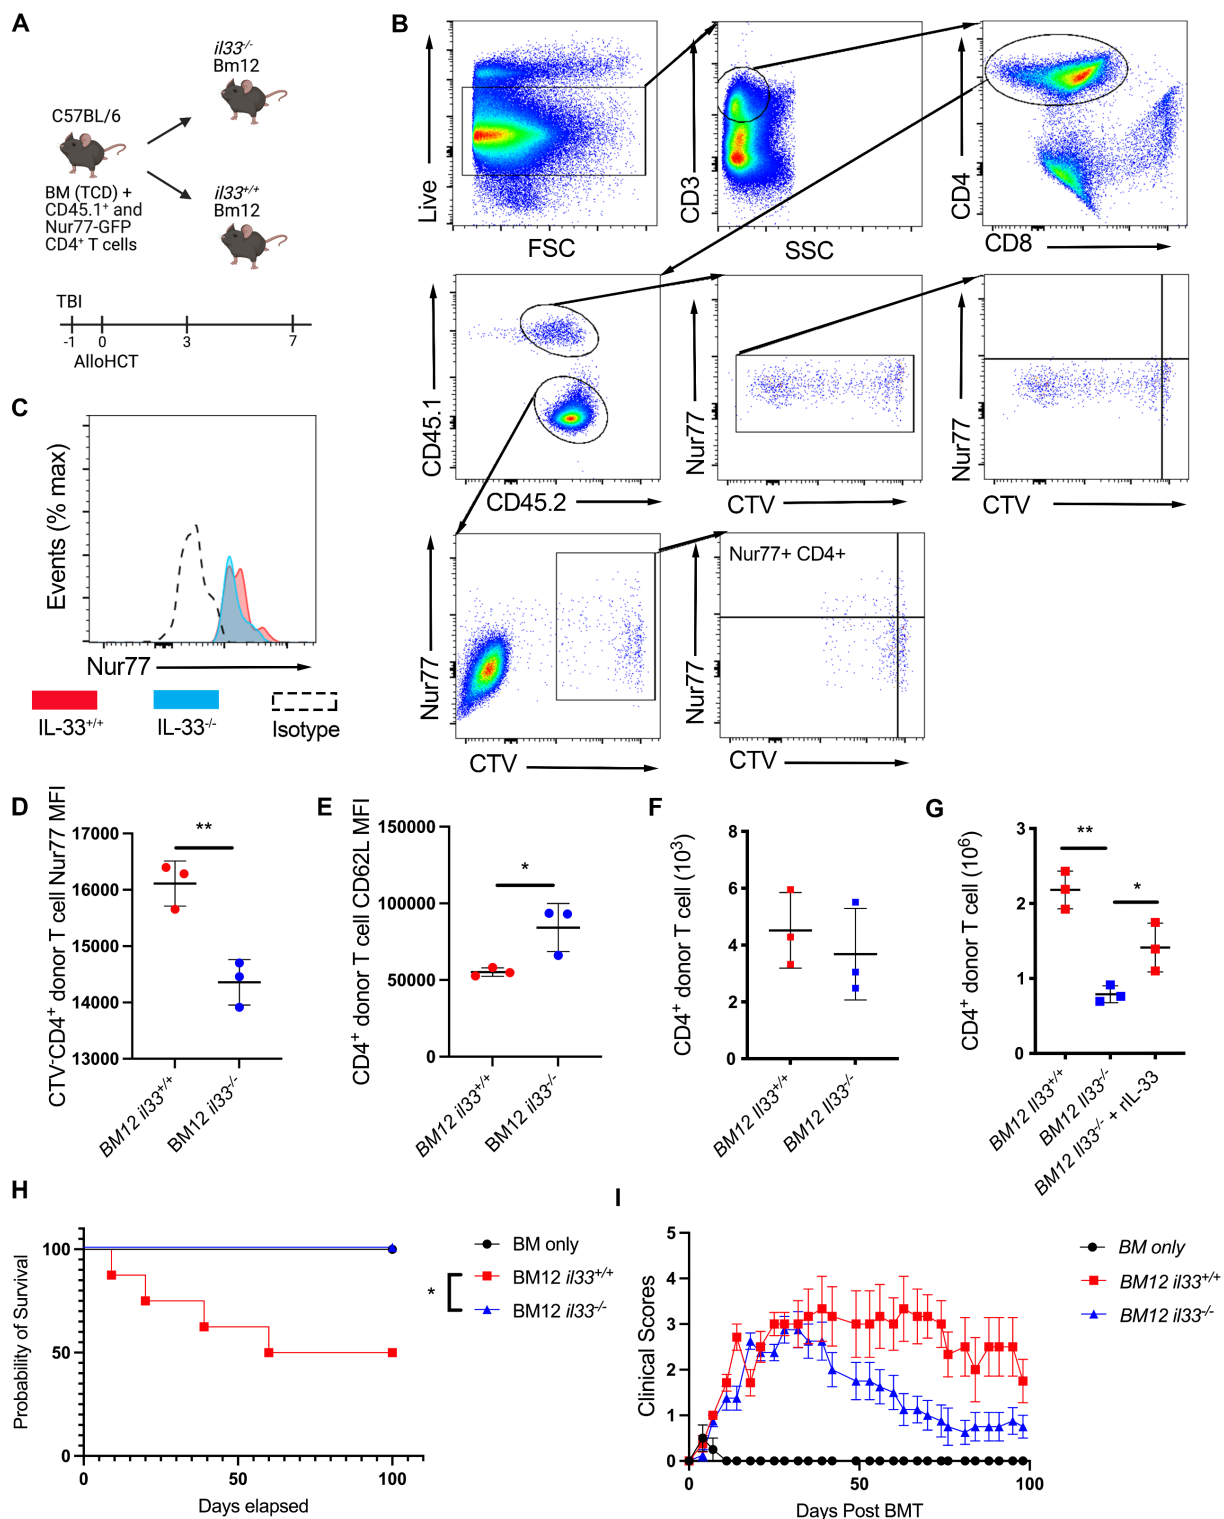

Supplemental Figure 5. IL-33 stimulation augments immediate-early response gene, Nur77, expression in CD4⁺ and supports GVHD lethality in a CD4⁺ T cell-driven GVHD model. Bm12

il33^{+/+} and Bm12 *il33^{-/-}* recipient mice received lethal TBI (9Gy) on d-1. On d0 recipient mice received 1×10^7 WT Bm12 *il33^{+/+}* TCD-BM with (**A-D**) 5×10^4 Nur77-GFP B6 CD45.2⁺ CD4⁺ T cells and 5×10^4 CD45.1⁺ B6 CD4⁺ T cells or (**E-I**) 1×10^5 B6 CD4⁺ T cells. **A-D**, Donor T cells were labeled with CTV prior to adoptive transfer. T cells were harvested from the spleen on d3 and d7 post-alloHCT. **A**, Schematic of mechanistic examination of the impact of recipient IL-33 stimulation of donor CD4⁺ T cells during GVHD initiation. **B**, Representative flow plot gating to identify donor CD45.1⁺CD4⁺Nur77-GFP⁻ and CD45.2⁺CD4⁺ Nur77-GFP⁺ T cells. **C**, Representative histogram of donor CD4⁺ T cells Nur77-GFP expression from Bm12 *il-33^{+/+}* and Bm12 *il-33^{-/-}* recipient spleens d3. **D**, Quantification of Nur77-GFP MFI on d3. **E**, Quantification of CD62L MFI on Nur77-GFP⁺ donor CD4⁺ T cells on d3. **F**, Donor CD45.1⁺ and CD45.2⁺ CD4⁺ T cell counts from the spleen on d3. **G**, Donor CD45.1⁺ and CD45.2⁺ CD4⁺ T cell counts from the spleen on d7. **H-I**, On d0 recipient mice received 5×10^6 WT B6 TCD-BM with 1×10^6 B6 CD4⁺ T cells. **H**, Survival graph depicting the influence of recipient IL-33. **I**, Clinical scores depict the influence of recipient IL-33. Data in **D-G** indicate mean $\pm$ SD, $n=3$ /group. Student's *t* test (**D-F**) and one-way ANOVA (**G**). Data in **H**, Kaplan-Meier survival curve, **I**, clinical scores, $n=8$ /group. *, $P<0.05$, **, $P<0.01$, ***, $P<0.001$,

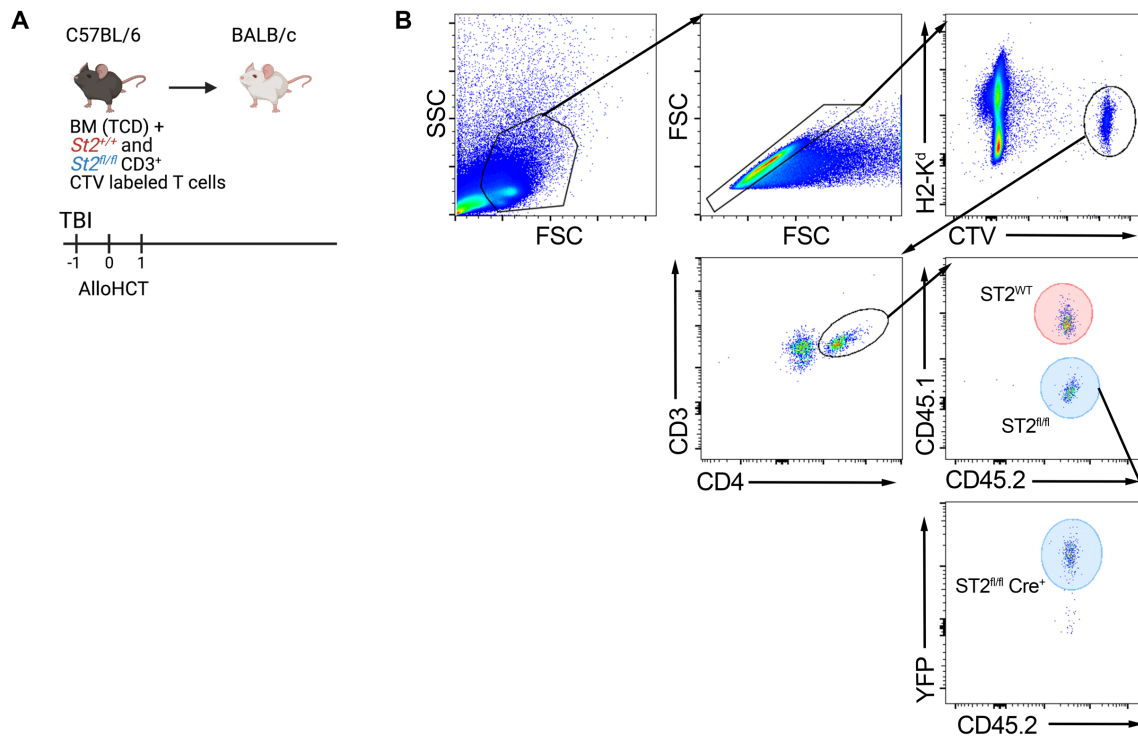

Supplemental Figure 6. Donor CD4⁺ T cells are identifiable in the spleen as early as day 1. **A-B**, CD3⁺ T cells from CD45.2⁺ CD4-Cre $\times$ R26-LSL-YFP $\times$ *St2*^{fl/fl} B6 (1×10^6) and *St2*^{+/+} CD45.1⁺ B6 (1×10^6) mice were labeled with CTV and adoptively transferred with 1×10^7 WT B6 TCD-BM into lethally irradiated BALB/c recipients. ST2^{WT} (red) and ST2^{fl/fl} (blue) CD4⁺ T cells from the same spleen were assessed by flow cytometry on d1. **A**, Schematic of mechanistic examination of the impact of ST2-mediated signaling into donor CD4⁺ T cells during GVHD initiation. **B**, Representative flow plot gating to identify donor CD45.1⁺CD4⁺YFP⁻ and CD45.2⁺CD4⁺YFP⁺ T cells. Data in **A,B**, indicate mean $\pm$ SD, $n=3-4$ /group, data are representative of 2 experiments.

Table S1. Gene signatures used in RNAseq analysis

**Gene signatures**	**Genes included in signature**
Anergy and tolerance	Cd70, Ifng, Tnfrsf8, Lgals3, Gzmb, Tbx21, Cdk4, Jun, Cd40lg, Il2rb, Cdk2, Icos, Ptger2, Il6, Il2ra, Itga1, Lat, Tnfsf14, Itch, Gata3, Il4, Cd27, Ccr4, Tnfrsf14, Dgka, Ing4, Pdcd1, Nfatc2, Tgfb1, Tnfrsf4, Mef2a, Stat3, Jak1, Tnfrsf9, Lta, Nfatc1, Cd28, Fas, Nfkb1, Tnfsf10, Jak3, Nfatc3, Stat6, Tnfsf8, Tnfrsf18, Notch1, Icam1, Dgkz, Ctla4, Foxp1, Tnfrsf10b, Prf1, Irf4, Csf2, Cblb, Fasl, Fos, Rnf128, Il2, Egr2, Foxp3, Eomes, Il7r, Il10ra, Sell, Csf1, Il10, Ccl3
T helper cell differentiation	Ifng, Tmed1, Tbx21, Socs1, Irf8, Pou2f2, Icos, Il1r1, Il2ra, Nfatc2ip, Perp, Havcr2, Gata3, Stat4, Il4, Myb, Ccr4, Il1r2, Il18r1, Hopx, Tlr6, Rel, Nfatc2, Runx3, Irf1, Id2, Zeb1, Rora, Chd7, Zbtb7b, Tgif1, Jak1, Tnfrsf9, Nfatc1, Il18rap, Gfi1, Tnf, Nr4a1, Tnfsf11, Stat6, Maf, Stat1, Il12rb2, Socs5, Il21, Irf4, Cebpb, Runx1, Csf2, Ikzf2, Rorc, Il4ra, Il18, Pparg, Lrrc32, Fasl, Il2, Trp53inp1, Foxp3, Il1r1, Ccr3, Nr4a3, Ccl5, Ndubf7, Ndufa2, Ndubf3, Cox6b1, Ndufa3
Mitochondrial energy	Atp6v1c2, Cyc1, Ppa1, Ndubf1, Uqcrc1, Lhpb, Atp5b, Cox11, Ppa2, Ndubf1, Atp5a1, Ndubf1, Sdhb, Sdhc, Uqcrcs1, Cox5a, Ndubf7, Ndubf1, Ndubf2, Atp5g1, Atp5d, Ndubf6, Ndubf8, Ndufa10, Atp5f1, Ndufa5, Atp5c1, Atp5g3, Ndubf2, Cox7a2, Ndubf2, Ndubf2, Ndubf3, Ndubf8, Sdhb, Ndubf9, Atp5g2, Ndubf10, Ndufa8, Ndubf5, Atp5o, Atp6v1g3, Uqcrc2, Ndufa4, Atp5j, Ndubf4, Uqcrc11, Ndubf5, Cox6a1, Uqcrcq, Ndubf6, Atp5j2, Cox8a, Ndufa11, Bcs1l, Cox5b, Ndubf4, Sdhb, Cox7b, Ndubf3, Cox4i1, Cox6c, Ndufa6, Ndubf7, Ndufa2, Ndubf3, Cox6b1, Ndufa3
Myc targets	Shmt1, Pold2, Mthfd1, Apex1, Cdc25a, Srm, Gnl3, Tpi1, Eno1, Pa2g4, Phb, Hk2, Tyms, Ccnb1, Cct5, Nlcn1, Eif4a1, Psmg1, Snrpb, Ppat, Msh2, Myc, Mat2a, Cad, Cdk4, Fasn, Paics, Nap1l1, Nbn, Chek1, Ncl, Ctsc, Dkc1, Nme1, Trp53, Pcna, Csde1, E2f1, Ilk, Npm1, Ddx39b, Eif4e, Ybx3, Lta4h, Exosc8, Hnrnpa1, Odc1, Ube2c, Hnrnpa2b1, Top1, Max, Cks2, Rpl13, Srsf1, Cstb, Bcat1, Ddx10, Pten, Rpl5, Cbx3, Maz, Rpl27a, Itgb1, Rps5, Rpl19, Rpl23, Atf4, Pias2

How the deposited data were processed for this re-analysis (not part of the article)

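RNA-Seq of sorted donor CD4+ T cells was analysed from 8 libraries, 1 ST2 WT and 1 ST2* fl/fl* library from each of 4 allogeneic BALB/c recipients on d5. The authors sorted the cells into SmartSeq lysis buffer, prepared libraries with Nextera XT, sequenced them on a NextSeq500, and in CLC Genomics Workbench 20.0.3 checked the reads, aligned them to GRCm38.p6 and assigned them to genes. The deposited values are TPM, which the authors made for each library separately. The TPM of a library sum to 999334 to 999527 over 12417 entries, and no entry is 0 in any library, so the table holds only genes detected in all 8 libraries. The authors' own comparison used TMM normalization and edgeR on reads assigned to genes, which cannot be repeated from TPM. TPM hold no read totals, so the depth and the counting error per library are unknown. Libraries from syngeneic recipients, which the methods mention, were not analysed here. Results of some single genes are not reported here.

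Genes with a mean of at least 1 TPM (10238, with 2179 left out) were compared between 4 ST2 WT and 4 ST2* fl/fl* libraries with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with moderated variances that follow a trend on expression and no covariate. A gene passed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, the study's limits. A positive log2 fold change means higher in ST2 WT cells. Gene lists were tested with camera at its preset correlation of 0.01, adjusted over the 4 Table S1 signatures or over the 30 tested of 34 lists fixed in advance, and again with an estimated correlation, with which the anergy and mitochondrial energy signatures and 0 of the 16 lists past the threshold kept their calls. NES were computed with fgsea 1.28.0 on genes ranked by the signal-to-noise ratio of TPM (SD at least 0.2 of the mean) against 10000 random lists, since the paper's text names no ranking. Exact two-sided permutation tests used all 70 labelings of 4 against 4. Of the entries of Table S1 as printed, 67 of 68 anergy, 64 of 67 T helper, 39 of 53 mitochondrial and 67 of 68 Myc entries were found in the file. The T helper list as printed ends in respiratory chain genes, which were kept and, as an alternative chosen after seeing the data, left out. *Eomes* stands on 2 lines of the file. The line with 1.19 to 5.04 TPM was used and the other held 62.1 to 98.0 TPM, with neither past the threshold. No line is named *Il2ra*. Coordinates are from GENCODE M21 on GRCm38, in which 96.8% of symbols match 1 gene.

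The comparison, the lists, the alternatives and the rule for genes named in the text were set before the data were examined. The rule takes every gene the paper names from the RNA-Seq, draws in the heatmaps of Figure 7 or stains for, the 12 genes with the largest change in each direction among those past the threshold with a mean of at least 5 TPM and the same direction in all 4 recipients, and up to 4 members with the smallest p from each list. The heatmap colors had been seen when it was written. *Csf1*, *Il10ra*, *Thumpd3*, *Ptprc*, *Klrc3*, *Tcrg-C1*, *Cd8b1*, *Igkc*, *3830403N18Rik*, *Phlda2*, *Slc26a11* and *Nrip1* fall outside it and were named after their values were seen. The alternatives were other pseudocounts, filters, scalings, variance models and rankings, array weights, the recipient as a block, fry, label permutation, and leaving out each library or recipient. Replicate numbers were taken to mark the recipient, which the design pairs, since the labels name no recipient. Libraries with the same number deviated together from their group means (correlations 0.195, 0.352, 0.118 and 0.163 for numbers 1, 2, 3 and 4), against -0.283 to 0.109 between different numbers.

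The gene and list tests were tested on simulated data with the real means and spread of the ST2 WT against ST2* fl/fl* comparison over 10238 genes. Changes of single genes were planted only in genes with a mean of at least 5 TPM. Of 100.0 such genes changed by 0.8 on the log2 scale, 68 were recovered, and of as many changed by 1.5, 95, with 5 unchanged genes called. A list of 40 genes shifted by 0.3 was found (adjusted p = 1.25e-16 from camera) and 0 of 30 unchanged lists passed. Simulated genes varied independently of each other, whereas the estimated correlation between members was 0.0231 to 0.193 in the Table S1 signatures. The simulation therefore does not test the list results under such correlation. It gave every library the same spread, so it leaves out a library that stands apart, as the ST2 WT library of recipient 2 did. Figures were drawn with matplotlib 3.10.9.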

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

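The tests of transcript length and GC content, of a response shared within recipient 2, of all explanations for the gathering of genes on chromosomes and of both explanations for *Ccl4*, *Ccl5* and *Gzmk* were chosen only after those results were seen.

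The ST2 WT library of recipient 2 stood apart from the other libraries. Over the 1169 genes with a mean of at least 100.0 TPM, where counting noise is small, the SD of its deviations was 2.12 times the highest of the other 7 libraries, which argues against a low depth as the whole reason. After a smooth trend over exonic length and GC content was removed it was still 1.62 times the highest, so these do not account for it either. The ST2* fl/fl* library of recipient 2 deviated along with it with a slope of 0.211, which argues against a response of the whole recipient that both populations shared in full. A lower cell number at the sort, or cells of this recipient further along in growth, may remain as explanations and were not tested.

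The 52 placed genes past the threshold formed 22 pairs within 5 Mb, against a mean of 8.20 in 10000 random draws of as many tested genes, and a share of 0.00180 of the draws had as many. They were more frequent among the listed neighbors of *Ptprc* (2 of 19, Fisher's exact p = 0.00434) and within 20 Mb of *Ptprc* (5 of 115, Fisher's exact p = 3.20e-04) and of *Gt(ROSA)26Sor* (6 of 143, Fisher's exact p = 8.44e-05), which is consistent with strain segments carried along with the CD45.1 allele or the reporter. Around *Il1rl1*, the targeted gene, they were not more frequent (0 of 123, Fisher's exact p = 1.00). A window around *Klrc1* held 8 of 167, *Gt(ROSA)26Sor* among them (Fisher's exact p = 1.85e-06). *Klrc1* is itself past the threshold, and the windows around *Klrc1* and *Gt(ROSA)26Sor* share most of their called genes. These counts therefore cannot show whether the second region is centered on the reporter. Reads shared between *Klrc1* and *Klrc3* do not account for the second region, since the summed TPM of both differed by 1.81 on the log2 scale. Loss of ST2, the CD45 allele and the reporter always go together in these libraries, and 5 of the 6 genes of that region lie in 1 complex of related receptor genes that could also be regulated together, which was not tested, so a response to ST2 stays open for these genes.

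*Ccl4*, *Ccl5* and *Gzmk*, genes that killer and memory T cells express strongly, were lower in ST2 WT cells. A larger share of CD8 or γδ T cells in the ST2* fl/fl* sort may contribute, but the sort took CD4+ cells and the list of 8 tested markers gave no decision (adjusted p = 0.112 from camera). Its members moved apart, with *Klrd1*, also expressed by activated CD4+ T cells, at 178 ± 38.5 TPM against 96.9 ± 30.2 TPM in ST2 WT and ST2* fl/fl* cells (past the threshold with the block, adjusted p = 0.0100, and without the ST2 WT library of recipient 2, adjusted p = 0.0318), and *Cd8b1* at 12.9 ± 0.444 TPM against 12.2 ± 1.89 TPM, while the γδ receptor genes *Tcrg-C1* (30.2 ± 19.4 TPM against 42.1 ± 12.7 TPM), *Tcrg-C2* (13.5 ± 6.67 TPM against 30.0 ± 8.30 TPM; past the threshold without that library, adjusted p = 0.00789), *Tcrg-C4* (2.26 ± 2.40 TPM against 8.05 ± 2.87 TPM; likewise, adjusted p = 0.0497) and *Trgv2* (10.9 ± 4.30 TPM against 19.9 ± 7.03 TPM) ran lower in ST2 WT cells, as such cells would bring. *Klrd1* lies near *Klrc1*, within 20 Mb of the locus that carries the reporter. Its higher level could thus come from its position, and the list was not tested without it. A strain segment around *Ccl4* was not decided either, with 2 of 377 other genes within 20 Mb past the threshold (Fisher's exact p = 0.715). Too few called genes lie there, and too few markers are in the file, to settle either, and an effect of ST2 on these genes within CD4+ T cells stays open as untested.

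Genes that the paper does not discuss made up 49 of the 53 genes past the threshold, led by *Ctse* at a log2 fold change of 5.20 and *Ccl4* at -3.16.

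In 20 of 238 groups of 4 libraries examined, 1 library lay far from the other 3 (Dixon's test on the gap over the range), where chance alone gives about 1 in 20 such groups, and 14 of these were the ST2 WT library of recipient 2. In the ST2 WT library of recipient 2 the level was 825 TPM for *Atp5b* (others 546 to 592 TPM), 25.4 TPM for *Cd44* (others 35.9 to 36.9 TPM), 14.8 TPM for *Cdk5rap1* (others 12.0 to 12.3 TPM), 72.8 TPM for *Csrp1* (others 31.7 to 37.6 TPM), 36.4 TPM for *Gbp4* (others 29.7 to 29.9 TPM), 120.4 TPM for *Klrd1* (others 192 to 201 TPM) and 4.37 TPM for *Nrip1* (others 6.13 to 6.49 TPM). In the same library it was 15.3 TPM for *Pecam1* (others 12.6 to 12.8 TPM) and 23.4 TPM for *Tcrg-C2* (others 8.70 to 11.0 TPM). Elsewhere the level was 32.9 TPM for *BC064078* in the ST2* fl/fl* library of recipient 4 (others 25.7 to 26.7 TPM), 10.9 TPM for *Cd79b* in the ST2 WT library of recipient 4 (others 7.83 to 8.35 TPM), 8.68 TPM for *Cdk5rap1* in the ST2* fl/fl* library of recipient 2 (others 6.88 to 7.15 TPM) and 9.54 TPM for *Il10ra* in the ST2 WT library of recipient 1 (others 5.97 to 6.32 TPM). The same held for the SD of deviations from the gene means (0.465 in the ST2 WT library of recipient 2, 0.243 to 0.270 in the others of its genotype), the SD of deviations from the gene means (0.279 in the ST2* fl/fl* library of recipient 2, 0.242 to 0.249 in the others of its genotype), the first principal component (-41.6 in the ST2 WT library of recipient 2, -0.948 to 1.46 in the others of its genotype), the mean log2 deviation of the mitochondrial energy signature (0.20 in the ST2 WT library of recipient 2, 0.04 to 0.05 in the others of its genotype), the mean log2 deviation of the Myc targets (0.37 in the ST2 WT library of recipient 2, -0.01 to 0.03 in the others of its genotype), the mean log2 deviation of the heatmap T helper genes (-0.0378 in the ST2* fl/fl* library of recipient 2, 0.173 to 0.188 in the others of its genotype) and the mean log2 deviation of the mitochondrially encoded genes (-0.52 in the ST2 WT library of recipient 2, 0.04 to 0.15 in the others of its genotype).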

How the results depend on the processing

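The tests with an estimated correlation that also left out the ST2 WT library of recipient 2, or also took the recipient as a block, and those of the T helper list without its entries from the mitochondrial energy list, were chosen only after seeing the data. No called direction reversed: of 4140 values of named or called genes under the alternatives 3754 kept their side of the threshold, 339 fell below it and 47 came above it. Of the 53 genes past the threshold, 8 kept the call under every alternative. Their number was 32 with a pseudocount of 5, 95 with the recipient as a block, 92 with the block and median ratio scaling and 130 with array weights (32, 49, 48 and 51 shared with the 53), and 37 to 66 under the other settings of values, scaling and filter. It ran from 9 (without recipient 1) to 105 (without recipient 2) when 1 library or both libraries of a recipient were left out, with 20 without recipient 3 and 20 without recipient 4. Without the ST2 WT library of recipient 1, 2, 3 or 4 it was 35, 104, 32 and 32, and without the ST2* fl/fl* library 23, 41, 31 and 32. The 4 signatures kept their calls without any library, with adjusted p of 5.30e-05 to 0.00126 (anergy), 1.27e-05 to 8.95e-04 (T helper), 9.06e-09 to 3.62e-05 (mitochondrial energy) and 3.95e-09 to 1.14e-05 (Myc targets). They lost them in part with an estimated correlation (T helper 0.101, or 0.0864 without the mitochondrial entries, Myc targets 0.110), in fry (Myc targets 0.0584), with an estimated correlation and the block (anergy 0.0661, Myc targets 0.0725), and all with an estimated correlation without the ST2 WT library of recipient 2 (mitochondrial energy 0.0979, the others 0.139) and in the exact permutation of the labels (Myc targets 0.143, the others 0.114). Over all alternatives the adjusted p ran from 3.91e-05 to 0.139, 1.27e-05 to 0.139, 9.06e-09 to 0.114 and 3.95e-09 to 0.143 in the same order. The NES ran from -2.19 to -1.91, -2.23 to -2.10, 1.76 to 2.73 and 2.23 to 2.59 under other rankings, filters and scalings, and from -2.12 to -1.86, -2.23 to -1.93, 2.05 to 2.34 and 2.26 to 2.67 when libraries were left out. Of the gene lists 16 passed, against 0 with an estimated correlation, also when that was combined with the block or with leaving out the ST2 WT library of recipient 2, 10 in fry and 12 to 18 when libraries were left out. *Il1rl1* never passed, with a log2 fold change of 0.06 to 0.24 when libraries were left out. Apart from the count of genes, the block added the calls of *Ccr2*, *Ccr7*, *Cd74*, *Ighd*, *Il7r*, *Klrd1*, *Mthfd1* and *Tcrg-C2* and of the Atf4 target and dendritic cell lists. It removed those of *3830403N18Rik*, *Phlda2*, *Slc26a11* and *Nrip1*. With camera at its preset correlation it changed no other call of a named gene or list. With an estimated correlation it added the call of the T helper signature (adjusted p = 0.0266 from camera) and removed that of the anergy signature (adjusted p = 0.0661 from camera). Fewer libraries leave fewer degrees of freedom, and the cause of the other shifts was not tested. The read depth behind TPM is unknown, so what it limits cannot be given. Tests on read counts were not run, since the values are TPM.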

Differences from the paper's values

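The NES of all 4 signatures had the paper's sign and differed in size by more than its jackknife standard error over the 4 recipients, with no error stated in the paper. That error covers the spread over recipients only. It does not cover the reading by eye, the paper's unnamed ranking or its use of another program. For T helper cell differentiation it was -2.20 (standard error 0.19), and the paper's value is about -1.9 in Fig. 7H, read by eye. Of the 19 alternatives set before the data were examined, 8 fell within the standard error, those without the ST2 WT library of recipient 1, 2 or 3, without the ST2* fl/fl* library of recipient 1, 3 or 4 and without both libraries of recipient 1 or 3, and the other rankings, filters and scalings did not. For T cell anergy and tolerance it was -2.04 (standard error 0.14), the paper's value is about -1.7 in Fig. 7I, read by eye, and 0 of 19 alternatives fell within it (-2.19 to -1.86). For mitochondrial energy it was 2.19 (standard error 0.14), against the paper's value of about 2.0 in Supplemental Figure 4, read by eye. Here 6 of 20 alternatives fell within it, with a mean TPM of at least 5, without the ST2 WT library of recipient 3, without the ST2* fl/fl* library of recipient 1 or 3 and without both libraries of recipient 3 or 4, and the rest did not. The printed list of this signature could be matched for 39 of its 53 entries only. For the Myc targets it was 2.55 (standard error 0.14), against the paper's value of about 1.9 in Supplemental Figure 4, read by eye, and 0 of 19 alternatives fell within it (2.23 to 2.67).

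The paper states that *Ifng*, *Tbx21*, *Cxcr3* and *Cd70* are higher in ST2 WT cells. All 4 were higher by sign in 4 of 4 recipients (*Tbx21* by a ratio of TPM + 1 of 1.00 in recipient 3). *Cd70* passed the threshold (adjusted p = 0.0226 from limma), though not without the ST2 WT library of recipient 1 or 4 or the ST2* fl/fl* library of recipient 1, 2 or 3 (adjusted p from 0.0632 to 0.0937). *Ifng* (adjusted p = 0.455), *Tbx21* (adjusted p = 0.447) and *Cxcr3* (adjusted p = 0.203) did not pass under any setting run. The paper states that *Foxp3*, *Ctla4* and *Il10* are enriched in ST2* fl/fl* cells. These were lower in ST2 WT cells by sign in 4 of 4 recipients and did not pass (adjusted p = 0.121, 0.265 and 0.0835). With array weights *Il10* passed (adjusted p = 0.0372), and adjusted over the list alone *Foxp3* and *Il10* passed, while *Ctla4* passed under no setting. The paper gives no test for these genes singly in the heatmaps. It does report more Tbet and CXCR3 protein in ST2 WT cells by flow cytometry, which TPM do not measure.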

Other observations

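The test of the dendritic cell list with both the block and an estimated correlation was chosen only after seeing the data. Interferon-stimulated genes were lower in ST2 WT donor CD4+ T cells, 39 of 43 by sign (median log2 fold change -0.26, adjusted p = 8.07e-08 from camera, adjusted p = 0.204 with an estimated correlation). *Gbp6* was 19.3 ± 1.68 TPM against 36.2 ± 3.21 TPM and passed the threshold by itself (adjusted p = 0.00368 from limma), as it did without any 1 library. *Gbp4*, a partner of *Gbp6* in defense against intracellular microbes, was 31.5 ± 3.31 TPM against 42.2 ± 2.37 TPM (adjusted p = 0.110), and *Parp14* 16.2 ± 1.47 TPM against 22.1 ± 0.816 TPM (adjusted p = 0.106). Genes of T cell identity also ran lower, 14 of 15 by sign (median log2 fold change -0.16, adjusted p = 0.00126 from camera, adjusted p = 0.132 with an estimated correlation). *Cd3g*, a chain of the TCR complex, was 2133 ± 61.0 TPM against 2674 ± 38.4 TPM (adjusted p = 0.0106), a fold change below 1.5, and *Cd4* itself 137 ± 19.3 TPM against 181 ± 12.8 TPM (adjusted p = 0.151). None of these 15 genes passed in limma, with 6 lower at an unadjusted p under 0.05. Among the markers the study stained, *Cd44*, which rises with activation, was 33.7 ± 5.60 TPM against 40.2 ± 4.38 TPM (adjusted p = 0.426) and *Mki67*, which encodes Ki-67, 89.6 ± 17.7 TPM against 86.7 ± 4.71 TPM (adjusted p = 0.945). For CD44 the paper reports more protein on ST2 WT cells by flow cytometry, which is another measure than RNA. The 10 stained markers tested had an adjusted p of 0.138 as a list from camera.

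Th2 genes, with *Gata3* at 78.4 ± 15.2 TPM against 77.9 ± 11.9 TPM, did not differ as a list of 7 (adjusted p = 0.698 from camera), nor did the 3 tested Th17 genes (adjusted p = 0.0821, adjusted p = 0.338 with an estimated correlation). The Th17 list passed as lower without the ST2 WT library of recipient 4 (adjusted p = 0.0152) and had an adjusted p of 0.412 without that of recipient 2. *Il1r1*, a receptor of IL-1 on Th17 cells, was lower when adjusted over that list alone. It is also a listed neighbor of the targeted gene *Il1rl1*, so an effect of the altered locus cannot be told apart here. Heat shock genes, a sign of handling, did not differ as a list (adjusted p = 0.344). Of 5 markers of B cells 4 were higher and 1 lower in ST2 WT cells (median log2 fold change 0.32, adjusted p = 0.00593 from camera, adjusted p = 0.164 with an estimated correlation), a call lost without both libraries of recipient 4 (adjusted p = 0.0784), with *Cd79b* and *Ighd* higher when adjusted over the list alone and *Ighm*, the most abundant, at 266 ± 8.27 TPM against 215 ± 27.4 TPM. *Igkc*, an immunoglobulin light chain, went the other way at 13.5 ± 5.31 TPM against 20.2 ± 9.74 TPM. *Ighd* passed over all genes with the recipient as a block (adjusted p = 0.0487) and without the ST2 WT library of recipient 2 (adjusted p = 0.00875). Dendritic cell markers did not pass (adjusted p = 0.0584, adjusted p = 0.308 with an estimated correlation). They passed as lower with the block (adjusted p = 0.0406, adjusted p = 0.357 with an estimated correlation) and without the ST2 WT library of recipient 4 (adjusted p = 0.0246) or the ST2* fl/fl* library of recipient 2 (adjusted p = 0.0287) or 3 (adjusted p = 0.0339), and *Cd74* and *Ccr7* were lower when adjusted over the list alone. *Cd74*, a chaperone of MHC class II, passed over all genes with the block (adjusted p = 0.0407), and without the ST2 WT library of recipient 2 so did *Cd74* (adjusted p = 0.0386), *Ccr7* (adjusted p = 0.0193), *Klrd1* (adjusted p = 0.0318), *Tcrg-C2* (adjusted p = 0.00789) and *Tcrg-C4* (adjusted p = 0.0497). CD8 and γδ T cell markers did not pass with all libraries (adjusted p = 0.112 from camera, adjusted p = 0.408 with an estimated correlation) and passed without the ST2* fl/fl* library of recipient 3 (adjusted p = 0.0232), and adjusted over the list alone *Klrd1* was higher and *Tcrg-C2*, *Tcrg-C4* and *Trgv2* were lower. NK cell, macrophage and erythroid markers had an adjusted p of 0.243, 0.525 and 0.174 from camera, and the monocyte receptor gene *Ccr2* was lower when adjusted over its list alone and with the block (adjusted p = 0.0186). Activated CD4+ T cells also express *Ccr7*, *Ccr2*, *Klrd1* and *Gzma*, and *Klrd1* lies within 20 Mb of the locus that carries the reporter. Of the plasma cell list 0 genes were in the file. The neutrophil, platelet and stroma lists held 1 gene each, *Ly6g* (1.09 ± 0.466 TPM against 1.56 ± 0.456 TPM), *Itgb3* (16.2 ± 4.63 TPM against 18.9 ± 2.20 TPM) and *Pecam1* (13.3 ± 1.34 TPM against 10.6 ± 1.19 TPM), and were not tested. The neighbors of *Il1rl1*, *Il1r1* among them, showed no shared direction as a list of 11 (adjusted p = 0.662 from camera). The 20 listed genes at and near *Ptprc* showed none either (adjusted p = 0.309 from camera), with *Csrp1* higher and *Rgs1* lower. Since camera tests for a shared direction, changes that go both ways could escape it.

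The 8 libraries can be split into 4 and 4 in 35 ways. Chance is weighed here as if all 35 were equally likely, which leaves out the pairing by recipient. On that count chance can be excluded for the number of genes past the threshold (1 of 35, 53 in the real split against 0 in the others). The same holds for the number of lists (1 of 35, 16 against at most 15), though a split that parts 2 of the 4 pairs came close and 0 lists pass with an estimated correlation. In this exact count it also holds for the camera p of the anergy signature (p = 1.57e-04, smallest in another split 4.71e-04) and the mitochondrial energy signature (p = 4.81e-07, smallest in another split 1.49e-06). The study reports both signatures from these libraries, so their rank here is not independent evidence. Their enrichment scores, by contrast, did not exclude chance in the exact permutation of the labels (adjusted p = 0.114 for both). Chance could not be excluded in this exact count for the T helper signature, where 2 of 35 splits gave a camera p as small (5.75e-05, smallest in another split 6.66e-06), nor for the Myc targets with 4 of 35 (7.54e-08 against 1.99e-10). Each of those other splits put both libraries of recipient 2 on the same side. The splits that part all 4 pairs number 8, too few for a share under 0.05, so with the pairing kept this count cannot exclude chance. Among them the real one gave the most genes and lists and the smallest p for each signature, with the others at 0 genes, at most 14 lists and p of at least 0.00156, 7.38e-04, 5.45e-04 and 6.24e-06 for the anergy, T helper, mitochondrial energy and Myc target signatures.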
